# Secretory RAB GTPase 3C modulates IL6-STAT3 pathway to promote colon cancer metastasis and is associated with poor prognosis

**DOI:** 10.1186/s12943-017-0687-7

**Published:** 2017-08-07

**Authors:** Yu-Chan Chang, Chia-Yi Su, Ming-Huang Chen, Wei-Shone Chen, Chi-Long Chen, Michael Hsiao

**Keywords:** RAB GTPases, RAB3C, IL-6, STAT3, Colon cancer

## Abstract

**Background:**

RAB GTPases are important in the regulation of membrane trafficking and cell movement. Recently, exocytic RABs have received increasing attention in cancer research. However, the functional roles of exocytic RABs in colorectal carcinogenesis remain to be elucidated.

**Methods:**

Immunohistochemistry analysis of a microarray containing 215 colorectal adenocarcinoma tissues was used to identify the association between exocytic RABs and patient prognosis. Complementary functional RAB3C overexpression and knockdown experiments were performed. The molecular mechanism of RAB3C in inducing colon cancer cell metastasis was determined.

**Results:**

High RAB3C expression in patients was found to be significantly associated with advanced pathological stage, distant metastasis and poor prognosis. Multivariate analyses showed that high RAB3C expression was an independent prognostic marker in overall (*P* = 0.001) and disease-free survival (*P* < 0.001). Furthermore, our experimental results showed an increase in the migration and invasion ability of RAB3C-overexpressing colon cancer cells and increased metastatic nodules in a mouse metastasis model. The effect of RAB3C-overexpressing cell-conditioned medium was found to significantly promote the migration ability of parental colon cancer cells, thus suggesting that the promotion of migration is exocytosis dependent. Upregulation of other exocytic RABs was also seen in RAB3C-overexpressing cells. Through microarray and proteomics analyses, increased production of multiple cytokines was observed in RAB3C-overexpressing cell lines, and the IL-6 pathway was the top pathway whose members exhibited gene expression changes after RAB3C overexpression, according to Ingenuity Pathway Analysis. Blocking IL-6 with IL-6 antibody treatment or IL-6 knockdown significantly inhibited the migration potential of RAB3C-overexpressing colon cancer cells. In addition, IL-6 was found to induce STAT3 phosphorylation in RAB3C-overexpressing colon cancer cells, thus promoting migration. Ruxolitinib, a JAK2 inhibitor, was found to significantly inhibit RAB3C-induced colon cancer cell migration.

**Conclusions:**

Our study revealed that RAB3C overexpression promotes tumor metastasis and is associated with poor prognosis in colorectal cancer, through modulating the ability of cancer cells to release IL-6 through exocytosis and activate the JAK2-STAT3 signaling pathway. These results further suggest that inhibition of STAT3 phosphorylation in the RAB3C-IL-6-STAT3 axis by using Ruxolitinib may be a new therapeutic strategy to combat metastatic colon cancers.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12943-017-0687-7) contains supplementary material, which is available to authorized users.

## Background

Colorectal cancer is one of the most common cancers in the world, and is associated with a high death rate [1]. Moreover, an apparent increase in the incidence of this cancer has been reported in many Asian countries [2]. In spite of major advances in screening and treatment, the overall survival rates are still low in patients diagnosed in late stages of the disease. Distant metastasis causes most of the cancer-related morbidity and mortality after initial treatment. However, targeted treatment, such as anti-epidermal growth factor receptor (EGFR) and anti-vascular endothelial growth factor (VEGF) therapies, have had a relatively minor effect on the survival of metastatic colorectal cancer patients [3]. Unraveling the mechanism of tumor progression and further discovery of novel prognostic markers for prediction and treatment evaluation is urgently required.

RAB GTPases, a large family of Ras small GTPases, play crucial roles in normal human physiology by regulating membrane identity and vesicle trafficking, including budding, sorting, uncoating, motility, tethering, and fusion [4]. Loss of RAB GTPase activity is known to cause many inherited disorders [5]. Neurons, which are connected through synapses, are vulnerable to dysfunction of RAB-regulated membrane trafficking. RAB GTPases have been reported to be involved in the pathogenesis of Parkinson’s disease and Huntington’s disease [6–8]. RABs also have a role in the pathogenesis of type II diabetes through regulation of glucose transporter GLUT4 translocation [9]. In addition, RABs also participate in phagocytosis of many pathogens, such as intracellular bacteria and viruses, and are crucial mediators of the innate immune response against infection [10, 11].

Although the role of the Ras proto-oncogene in tumorigenesis has been well studied, the importance of RAB GTPases in cancer remains largely unknown. Among all the RABs, endocytic RABs, such as RAB5, RAB21, and RAB25, are the most extensively studied. The well-characterized example is RAB25, which modulates the movement of integrin-recycling vesicles [12]. Several lines of evidence have indicated that RAB25 has a large impact on epithelial cell transformation, tumor motility and the invasive ability of several epithelial cancers [13–15]. Overexpression of RAB25 is associated with aggressive behavior in breast cancer and ovarian cancer [16, 17]. However, an opposite effect has also been reported, in which RAB25 acts as a tumor suppressor in colon cancer [14]. RAB5, which is essential for the fusion of early endosomes, is another intensively studied endocytic RAB in cancer. RAB5 regulates cell survival and migration through caspase-8-mediated signal transduction [18]. However, several studies have noted that RAB5 expression appears to be decreased during cell migration [19–21]. Both overexpression and downregulation of RAB5 have been reported in different cancers [22, 23].

Ras-related protein 3C (RAB3C), a secretory RAB, participates in the modulation of secretory vesicle exocytosis [5]. The secretory RABs, which include RAB3, RAB26, RAB27, and RAB37, have effects on carcinogenesis similar to those of endocytic RABs. Recent studies have shown that RAB27A and RAB27B are associated with invasiveness and metastasis in cancer [24, 25]. However, there has been far less research on the correlation between cancer and RAB3. RAB3 consists of 4 isoforms, RAB3A, RAB3B, RAB3C, and RAB3D. The estimated protein expression from the Genecard website indicates that RAB3A and RAB3B are predominantly expressed in neural systems and neuroendocrine cells, whereas RAB3D is primarily present in nonneural tissues [26–28]. RAB3C is normally expressed in peripheral blood mononuclear cells and platelets, and in nervous system, colon, ovary and seminal vesicles. However, the function of RAB3C is relatively unclear, and an association between RAB3C and cancer has yet to be determined. In addition, in recent years, increased attention has been paid to the role of RAB-regulated exosome secretion in the progression of various cancers, including colon cancer [29, 30]. Therefore, in this study, we investigated the role of RAB3C in colon carcinogenesis. Our immunohistochemistry analysis results showed that high RAB3C expression was significantly correlated with poor prognosis and more frequent distant metastasis in clinical colorectal cancer patients. Increases in migration and invasion ability in vitro and the metastasis-promoting ability in vivo were found after RAB3C overexpression in colon cancer cells. The dose-dependent decrease in the migration-enhancing ability of RAB3C-overexpressing cell-conditioned medium after IL-6 blockade further confirmed the results of both RNA microarray and proteomics analyses, which showed that the IL-6-STAT3 signaling axis is the top ranking activated pathway. Collectively, RAB3C upregulation facilitates colorectal cancer metastasis by promoting IL-6 secretion and recruiting members of the STAT3-related pathway. Therefore, targeting the RAB3C-IL-6-STAT3 axis by using therapeutics, such as Ruxolitinib, might be a useful strategy to combat metastatic colon cancers.

## Methods

### Patients

In total, 215 patients diagnosed with colorectal adenocarcinoma at the Taipei Municipal Wan Fang Hospital of Taiwan from 1998 to 2005 were included in this study. Patients who received preoperative chemotherapy or radiation therapy or who received incomplete surgical resection were excluded. All cases were staged according to the 7th version of the cancer staging manual of the American Joint Committee on Cancer, and the histological cancer type was classified according to the World Health Organization classification. Follow-up data were available in all cases, and the last clinical follow-up time was January 2011. Overall survival (OS) and disease-free survival (DFS) were defined as the interval from surgery to death from any cause and recurrence or distant metastasis or death, respectively.

### Tissue microarray construction and immunohistochemistry staining

Paraffin-embedded tissues used to generate tissue microarrays were collected from Taipei Medical University Hospital with IRB approval (TMU-IRB 99049). Written informed consent was obtained from each patient included in the study. Three representative 1-mm-diameter cores from each tumor taken from the formalin-fixed paraffin-embedded tissues were selected on the basis of morphology typical of the diagnosis. Assessable cores were obtained in a total of 215 cases. Moreover, paired normal mucosal tissues were also obtained in 62 of the 215 cases. The histopathological diagnoses of all samples were reviewed and confirmed by two pathologists via hematoxylin- and eosin-stained slides. Immunohistochemistry staining was performed on serial 5-μm-thick tissue sections cut from the tissue microarray (TMA) by using an automated immunostainer (Ventana Discovery XT autostainer, Ventana Medical Systems, Tucson, AZ). Briefly, sections were dewaxed in a 60 °C oven, deparaffinized in xylene, and rehydrated in graded alcohol. Antigens were retrieved by heat-induced antigen retrieval for 30 min with TRIS-EDTA buffer. Slides were stained with a polyclonal rabbit anti-human RAB3A antibody (15029–1-AP, 1:200; Proteintech, Chicago, USA), a polyclonal rabbit anti-human RAB3B antibody (GTX104360, 1:100; GeneTex, Taipei, Taiwan), a polyclonal rabbit anti-human RAB3C antibody (GTX108610, 1:500; GeneTex, Taipei, Taiwan), a polyclonal rabbit anti-human RAB3D antibody (12320–1-AP, 1:50; Proteintech, Chicago, USA), a polyclonal rabbit anti-human RAB26 antibody (GTX118872, 1:100; GeneTex, Taipei, Taiwan), a polyclonal rabbit anti-human RAB27A antibody (GTX109180, 1:750; GeneTex, Taipei, Taiwan), a polyclonal rabbit anti-human RAB27B antibody (13412–1-AP, 1:200; Proteintech, Chicago, USA), and a polyclonal rabbit anti-human RAB37 antibody (13051–1-AP, 1:100; Proteintech, Chicago, USA). The sections were subsequently counterstained with hematoxylin, dehydrated, and mounted.

### TMA immunohistochemistry interpretation

The IHC staining assessment was independently conducted by 2 pathologists who were blinded to patient outcome. Only cytoplasmic expression of tumor cells in the cores were evaluated. Both the immunoreactivity intensity and the percentage were recorded. The intensity of staining was scored using a four-tier scale and defined as follows: 0, no staining; 1+, weak staining; 2+, moderate staining; 3+, strong staining. The extent of staining was scored by the percentage of positive cells (0–100%). The final IHC scores (0–300) were obtained by multiplying the staining intensity score by the percentage of positive cells. All cases were divided into two groups according to the final IHC scores. High IHC expression level was defined as a score greater than or equal to 150, and a score less than 150 was defined as low expression.

### Cell culture

Eight human colon cancer cell lines of which three cell lines (CX-1, DLD-1, H3347) were maintained in RPMI 1640 medium and two cell lines (HCT116 and HT-29) were maintained in McCoy’s 5A modified medium (Sigma, St. Louis, MO, USA). Mediums were all supplemented with 10% fetal bovine serum (GIBCO, Grand Island, NY, USA), penicillin (100 unit/ml), and streptomycin (100 μg/ml). Cells were incubated in 95% air, 5% CO_2_ humidified atmosphere at 37 °C. SW48, SW480, and SW620 cells were cultured in Leibovitz L-15 medium (Sigma, St. Louis, MO, USA) and incubated in CO_2_ free incubator.

### Western blot analysis

The cells were lysed at 4 °C in RIPA buffer supplemented with protease and phosphatase inhibitors. Equal amounts (30 μg) of protein were separated electrophoretically using SDS-polyacrylamide gels and then transferred to PVDF membranes (Millipore, Bedford, MA, USA). After being blocked with 5% non-fat milk, the membrane was incubated with specific antibodies (RAB3C: GTX108610, 1:5000, GeneTex, Taipei, Taiwan; RAB27A: GTX109180, 1:5000, GeneTex, Taipei, Taiwan; RAB3B: GTX108610, 1:5000; GeneTex, Taipei, Taiwan; RAB26: GTX118872, 1:5000; GeneTex, Taipei, Taiwan; IL-6: GTX110527, 1:1000, GeneTex, Taipei, Taiwan; STAT3: #4904, 1:1000, Cell Signaling, USA; phospho-STAT3: #9145, 1:1000, Cell Signaling, USA) overnight at 4 °C and then incubated with horseradish peroxidase-conjugated secondary antibody for 1 h. The blots were visualized using an ECL-Plus detection kit (PerkinElmer Life Sciences, Boston, MA, USA).

### Virus production and Infection

Full length RAB3C cDNAs were amplified from the MGC gene bank (Open Biosystem Inc., from Dr. Michael Hsiao’s library) by using PCR. The cDNAs were first cloned into a pENTR1A vector (Gateway pENTR 1A Dual Selection Vector), then subcloned into pLenti6.3/V5-DEST. Target cells were seeded at the appropriate density in a 6-well dish 24 h prior to infection. On the day of infection, the growth medium was removed, and 1500 μl of medium containing lentivirus and polybrene (final concentration 8 μg/ml) was added to each well of the 6-well plate. The plate was then centrifuged for 1 h at 37 °C and 1200 g. Subsequently, the plate was incubated for 24 h. After incubation, the medium was removed, and fresh medium containing blasticidin was added. Then, 72 h after infection, the cells were further split, and the selection was continued until all of the control cells were dead.

### Migration and invasion assay

Migration and invasion abilities of cells were evaluated by transwell assay (Millipore, Bedford, MA, USA). For invasion assay, transwells were pre-coated with 35 μl of 3X diluted matrix matrigel (Bd Biosciences Pharmingen, San Diego, CA, USA) for 30 min. The upper chamber of the device were added with 2 × 10^5^ cells in serum-free culture medium, and the lower chamber was filled with 10% FBS culture medium. After indicated hours of incubation, the remaining cells on the upper surface of the filter were carefully removed with a cotton swab. The filter was then fixed, stained and photographed. Migrated or invaded cells were quantified by counting the cells in three random fields per filter.

### Animal study

All animal experiments were conducted in accordance with a protocol approved by the Academia Sinica Institutional Animal Care and Utilization Committee. Age-matched male NSG mice (6–8 weeks of age) were used. To evaluate metastasis status, 1 × 10^6^ cells were resuspended in 0.1 ml of PBS and injected into the lateral tail vein (*n* = 6). Metastatic lung nodules were counted and were further confirmed via H&E staining under a microscope.

### cDNA microarray and data analysis

Total RNA extracted from cells with a A260/280 ratio greater than 1.9 was used in the Affymetrix cDNA microarray analysis. In the analysis, hybridization was performed with Affymetrix human U133 2.0 plus arrays, and the chips were scanned with an Affymetrix GeneChip scanner 3000. Then, Affymetrix DAT files were processed by an Affymetrix Gene Chip Operating System (GCOS) to generate CEL files. The raw intensities in the CEL files were normalized by robust multi-chip analysis, and a fold-change analysis was performed using GeneSpring GX11 (Agilent Technologies).

### Proteomics

A non-labeling quantification method was used to analyze our proteomic data. Briefly, 20 μg of protein from each sample was loaded on SDS-PAGE gels for separation. After electrophoresis, the protein was detected with Coomassie blue staining. Each lane of the SDS-PAGE gels was cut into 10 pieces, with a similar amount of protein in each piece. Then, every piece was processed by in-gel digestion with trypsin to produce a large number of peptide fragments. These fragments were detected and measured by LTQ-FT (Thermo) at the proteomics core facility at the Genomics Research Center, Academia Sinica. Data from 10 pieces of the same original sample were combined, and the protein expression was calculated by using MaxQuant (version: 1.3.0.5) and analyzed with Perseus (version: 1.3.0.4).

### In silico analysis

Gene expression levels were normalized as log2 values in GeneSpring software (Agilent Technologies, Palo Alto, CA, USA). Genes that were up or downregulated with a greater than 2.0-fold change in the RAB3C overexpression group compared with the vector control group were collected. We further performed computational simulation by using Ingenuity Pathway Analysis (IPA; QIAGEN, Valencia, CA, USA) online tools to predict potential upstream regulators and canonical pathways. Pathway analysis was performed according to the genes and proteins with over 2.0-fold change in expression and an activation z-score of over 2.0 compared with vector control cells identified from the microarray and proteomics data, respectively.

### Statistical analysis

Statistical analysis was performed with SPSS 20 software (SPSS, Chicago, Illinois, USA). A paired t-test was performed to compare the RAB3C IHC expression in cancer tissue and the corresponding normal mucosal tissue. The associations between clinicopathological categorical variables and RAB3C IHC expression were assessed by Pearson’s chi-square test. Survival rates were analyzed by using the Kaplan-Meier method and were compared with a log-rank test. Univariate and multivariate analysis were performed using Cox proportional hazards regression analysis without and with an adjustment for RAB3C IHC expression level and various clinicopathological parameters. For all clinical analyses, a *P* value of <0.05 was considered statistically significant. Student’s *t*-test was also used to compare the results of migration and invasion assays and *in vivo* metastasis experiments. The *P* values with the following levels were considered significant: *P < 0.05, **P < 0.01, and ***P < 0.001.

## Results

### High RAB3C expression is an independent indicator of poor prognosis for colorectal cancer patients

To identify which exocytic RAB has the greatest clinical importance in colorectal cancer, we screened the expression levels of all 8 exocytic RABs (RAB3A, RAB3B, RAB3C, RAB3D, RAB26, RAB27A, RAB27B and RAB37) through immunohistochemistry (IHC) staining of non-paired normal colonic mucosa and colorectal cancer samples. Significant RAB3C overexpression was identified in colorectal cancer tissue compared with normal colonic mucosa and the other 7 exocytic RABs (Fig. 1a). Then, we confirmed the finding with paired colorectal cancer tissues and corresponding normal colon mucosal tissues in 62 patients (Fig. 1b). An IHC analysis was performed to compare the RAB3C protein expression levels in both normal and cancer tissues. RAB3C immunoreactivity was significantly more intense and diffuse in tumor tissue compared with normal tissue (*P* < 0.001).

**Fig. 1:**
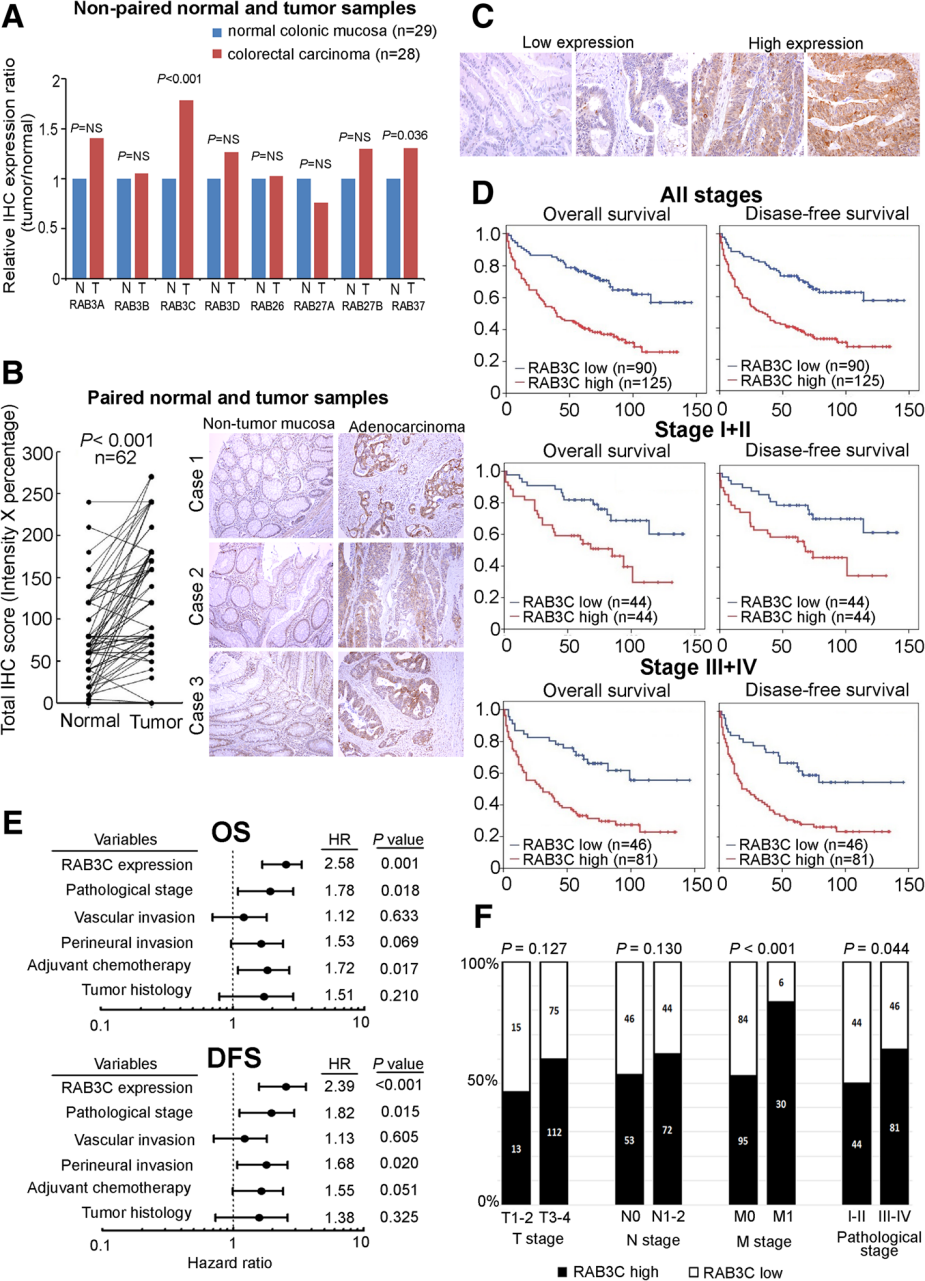
High RAB3C expression is an independent indicator of poor prognosis, distant metastasis and advanced stage in colorectal cancer patients. **a** Screening of exocytic RAB expression levels using immunohistochemistry (IHC) staining in colorectal cancer identified significant RAB3C overexpression in colorectal cancer tissue compared with normal colonic mucosa. **b** Increased RAB3C expression was also confirmed through comparison of paired normal and colorectal cancer tissue samples. The scores were calculated as the staining intensity score × the percentage of stained cells. Images were taken at a magnification of 200×. Scale bars represent 100 μm. **c** Negative and weak cytoplasmic RAB3C IHC staining were classified as low RAB3C expression, and moderate to strong staining cytoplasmic RAB3C IHC staining were classified as high RAB3C expression. Images were taken at a magnification of 400×. Scale bars represent 200 μm. **d** For stage I to IV patients, early stage patients, and late stage patients, Kaplan-Meier plots show that patients with high RAB3C expression displayed poorer overall and disease-free survival than those with low RAB3C expression. **e** In multivariate analysis, RAB3C remained an independent prognostic factor for overall and disease-free survival. **f** High RAB3C expression indicated frequent distant metastasis and late pathological stage in the clinicopathological analysis. All cases were staged according to the 7th version of cancer staging manual of the American Joint Committee on Cancer, and the histological cancer type was classified according to World Health Organization classification

After identifying RAB3C in all 8 exocytic RABs, we further analyzed the prognostic impact of RAB3C in colorectal cancer patients. Of all the 215 colorectal cancer patients, high RAB3C expression level defined by moderate to strong cytoplasmic RAB3C IHC staining was observed in 125 (58.1%) cases, and low RAB3C expression level defined by negative or weak cytoplasmic RAB3C IHC staining was observed in 90 (41.9%) cases (Fig. 1c and d). Through a Kaplan-Meier survival analysis, high RAB3C expression in patients was found to be significantly correlated with poor OS (*P* < 0.001) and DFS (*P* = 0.001) (Fig. 1d). When patients were stratified into subgroups according to pathological stage, high RAB3C expression remained significantly correlated with poor prognosis in early stage (stage I and II) patients (*P* = 0.004 for OS and *P* = 0.008 for DFS) and in late stage (stage III and IV) patients (*P* < 0.001 for OS and *P* < 0.001 for DFS) (Fig. 1d). In a multivariate analysis, high RAB3C expression (hazard ratio [HR] = 2.58, 95% confidence interval [CI] = 1.68–3.95, *P* = 0.001 for OS; HR = 2.39, 95% CI = 1.58–3.62, *P* ≤ 0.001 for DFS) remained an independent prognostic factor for OS and DFS (Fig. 1e).

### Colorectal cancer patients with high RAB3C expression have more frequent distant metastasis and higher pathological stage

Associations between RAB3C immunoexpression and clinicopathological parameters are summarized in Additional file 1: Table S1. High RAB3C expression was positively correlated with higher M stage (*P* < 0.001), higher pathological stage (*P* = 0.044), and tumor recurrence (*P* = 0.006) (Fig. 1f and Additional file 1: Table S1). Moreover, there was a trend toward a positive correlation between high RAB3C expression and higher T stage (*P* = 0.127), lymph node metastasis (*P* = 0.130), vascular invasion (*P* = 0.107), and perineural invasion (*P* = 0.105) (Fig. 1f and Additional file 1: Table S1). To supplement our IHC analysis, we further validated our results by checking the prognostic and clinicopathological roles of RAB3C in public GSE datasets (Additional file 2: Figure S1). A high RAB3C RNA expression level was significantly correlated with poor prognosis in the GSE17536 dataset (Additional file 2: Figure S1A). In this dataset, among all 8 of the exocytic RABs, we also observed the strongest association between RAB3C and tumor grade (*P* = 0.002) (Additional file 2: Figure S1A). In another GSE dataset, GSE 21510, the strongest association was also seen between RAB3C and higher stage (*P* = 0.047) among all 8 of the exocytic RABs (Additional file 2: Figure S1B).

### RAB3C overexpression enhances the migration and invasion ability of colon cancer cells and promotes tumor metastasis in a xenograft model

We detected the endogeous RAB3C protein levels in colon cancer cell panel and observed higher RAB3C expressions in more malignant cell lines (Fig. 2a, lane 4–8). Therefore, we overexpressed RAB3C in less malignant colon cancer cell lines (CX-1, SW48, and SW480) to investigate the influence of RAB3C ectopic expressions on cancer cell migration and invasion ability (Fig. 2b). In transwell migration and invasion assays, increased cell migration and invasion ability was observed in colon cancer cell lines after RAB3C overexpression (Fig. 2c). We also established a RAB3C knockdown experiment in two colon cell lines with high endogenous RAB3C expression (DLD-1 and Hct116). The results showed that decreased RAB3C expression downregulated the migration/invasion ability in colon cancer cells (Fig. 2d and e).

**Fig. 2:**
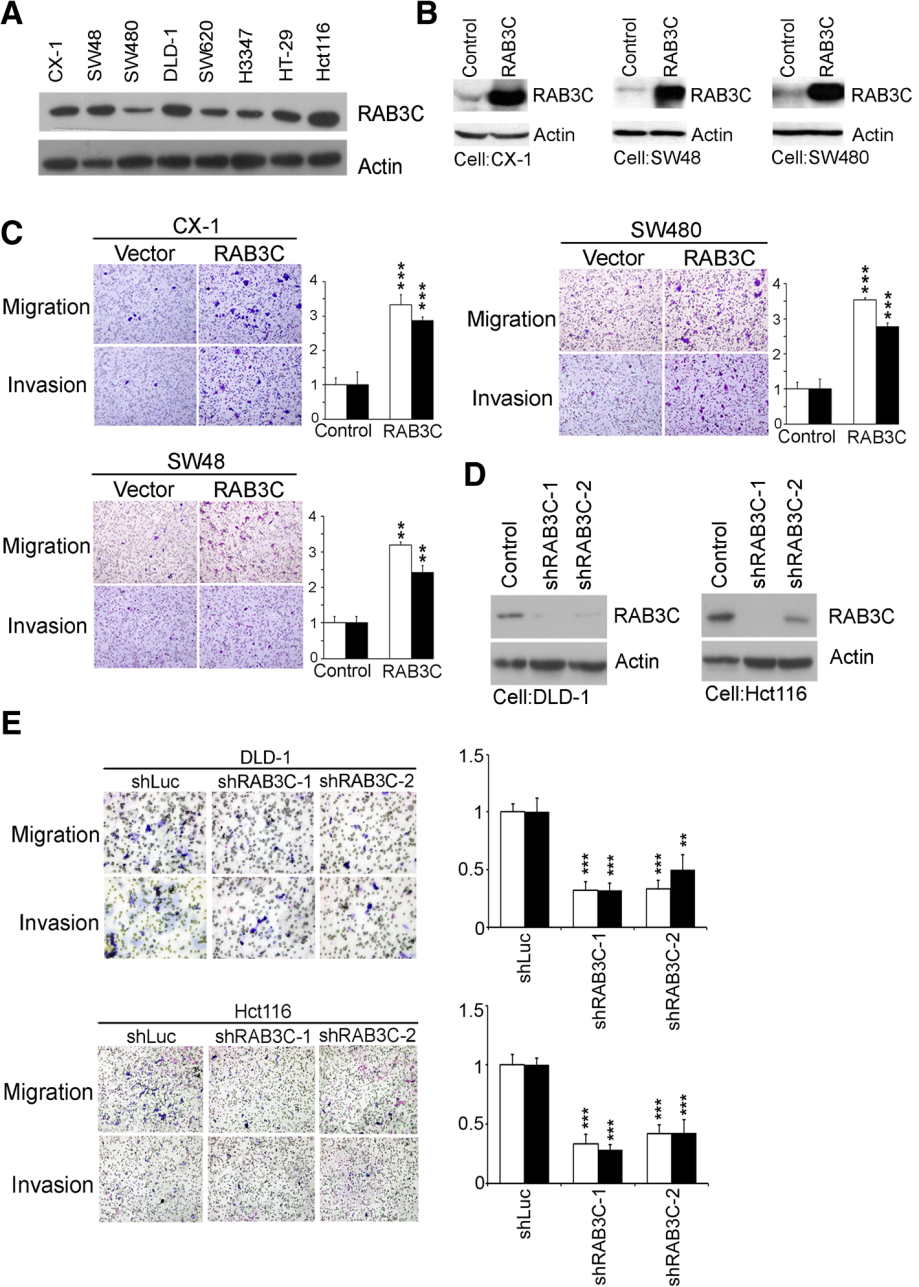
Overexpression of RAB3C enhances migration and invasion ability in vitro. **a** Variable endogenous RAB3c levels in different colon cancer cell lines. **b** Overexpression of RAB3C in CX-1, SW48, and SW480 colon cancer cell lines. **c** Overexpression of RAB3C enhanced the migration and invasion ability of colon cancer cells. **d** Knockdown of RAB3C in DLD-1 and Hct116 colon cancer cell lines. **e** Suppression of RAB3C decreased the migration and invasion ability of colon cancer cells

Metastatic animal model experiments were then performed to evaluate the tumor progression effect of RAB3C in colon cancer. CX-1 and SW48 cells with RAB3C overexpression were injected into NSG mice via the tail vein. A significant increase in the number of lung metastasis nodules was observed in the RAB3C overexpression groups compared with the corresponding vector control cell-injected groups in both CX-1 (*P* < 0.001) and SW48 cell lines (*P =* 0.006) (Fig. 3a and b). In addition to the increase in lung metastatic nodules, kidney metastasis was also seen in the RAB3C expression groups (Fig. 3a and b). In contrast, no metastatic nodules were found in the kidneys of the vector control cell-injected groups. Another interesting finding was that tumor cells with unusual mitotic figures were observed in tumor nodules of RAB3C-overexpressing cells, whereas no unusual mitotic figures were seen in vector control tumor cells (Fig. 3a and b). The above in vitro and in vivo results further confirmed the metastasis-promoting function of RAB3C in colon cancer cells.

**Fig. 3:**
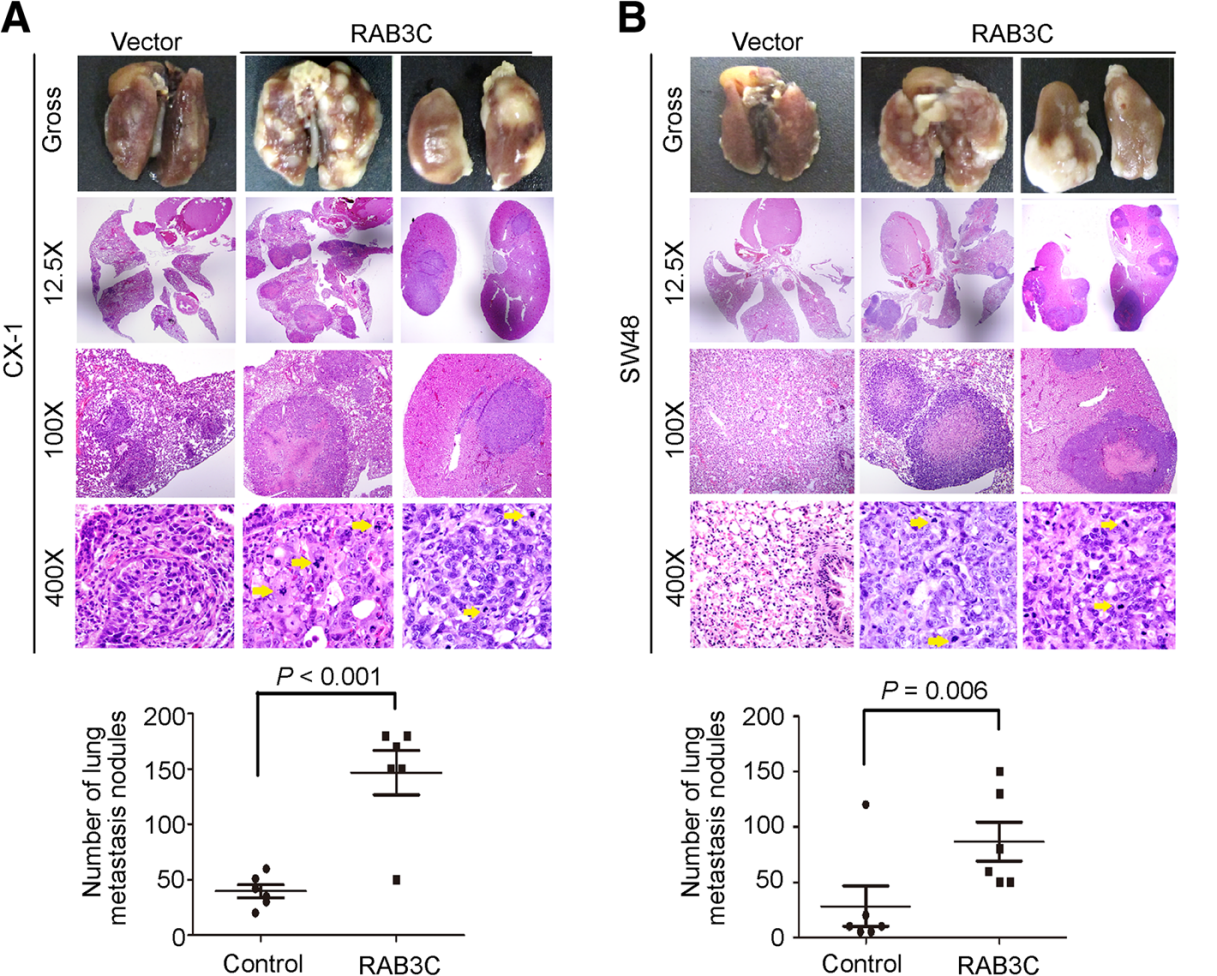
Overexpression of RAB3C increased the number of metastatic nodules in vivo (**a**-**b**) A mouse metastasis model was established by intravenous injection of RAB3C-overexpressing cells and vector control cells using (**a**) CX-1 and (**b**) SW48 cells. An increased number of metastatic nodules was observed in the lung and kidney in the RAB3C-overexpressing group compared with the control group. Some unusual mitotic figures were also observed in metastatic nodules formed from RAB3C-overexpressing cells

### RAB3C overexpression induces cytokine expression, and IL-6 is the top downstream pathway with gene and protein expression upregulation

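RNA from 2 stably transduced cultures of CX-1, a human colon adenocarcinoma cell line, was compared on Affymetrix Human Genome U133 Plus 2.0 arrays. 1 culture carried the empty lentiviral vector and the other carried RAB3C, a small GTPase that acts in the last steps of exocytosis. Both had been selected with blasticidin. The array measures each gene with 1 or more probe sets, which are groups of short oligonucleotides that capture labelled RNA. Each group had 1 array, so the differences have no replicate check, no p-value is given, and the number of arrays limits the precision of every value.

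The authors' deposited values are probe set intensities on a linear scale for 54675 probe sets. Their median was 38.0 on the vector control array and 35.9 on the RAB3C array, and the quartiles were 13.4 and 141 against 12.9 and 144. The paper names robust multi-chip analysis and GeneSpring GX11 for the normalization, whereas the submitters' processing notes name MAS5, and which of these gave the values used here is not settled. The mean intensity after trimming 2% of probe sets at each end was 162 and 170, and 1731 probe sets held exactly the same value on both arrays. The intensities were taken to log2, and each difference is the RAB3C array minus the vector control array, with no further normalization. Probe sets with a more than 2-fold difference were counted, as in the paper. For values per gene, the brightest probe set paired with that gene alone was taken, which gave 19775 genes. Of these, 13236 were at or above the 50th percentile of an array on the brighter of the 2 arrays, and the other genes are called dim. Gene lists were described by the median difference of their members and by its percentile among 10000 random lists of the same size matched on mean intensity. The mass spectrometry data were not used here.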

To determine the underlying mechanism of RAB3C-regulated tumor progression in colon cancer, mass spectrometry and a microarray analysis were performed, and the possible pathway signaling was predicted by identifying differences in the RNA and protein composition between control and RAB3C-overexpressing cells. 

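RAB3C itself was higher on the RAB3C array, with a log2 intensity of 5.59 against 3.59 at probe set 241977_s_at. The lower value lay at percentile 22.5 of its array, and with a floor at the 50th percentile of each array the log2 difference of 2.00 became 0.34. The other 3 probe sets of RAB3C were dim on both arrays and differed by -0.10, 0.21 and 0.05 on the log2 scale. Whether they lie within the cloned cDNA was not examined. Among genes above the 50th percentile on the brighter array, the 10 largest increases included CXCL11, a chemokine that attracts activated T cells, with a log2 difference of 8.05. Among them were also the chemokines CXCL10 at 5.93 and CCL5 at 5.58, and the interferon genes IFNL2 at 5.08 and IFNB1 at 4.53. The antiviral genes IFIT1, IFIT3, IFIT2 and OASL, which are induced by interferons, differed by 6.32, 6.03, 6.00 and 4.50. CCN3, which encodes a secreted matricellular protein, differed by 5.21. Of these 10 genes, 9 lay below the 50th percentile on the vector control array, so their sizes and order rest on dim values there. With the floor the differences ran from 2.72 for IFNB1 to 6.04 for IFIT1, and CXCL11 differed by 5.38.

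The 10 largest decreases included FOS at -4.65, EGR1 at -3.79 and FOSB at -3.61, transcription factors of the immediate early response. The mitochondrially encoded ND6, COX1 and ND2, subunits of the respiratory chain, differed by -4.71, -4.45 and -3.84. The others were PTPRO, a receptor tyrosine phosphatase, at -4.47, the long non-coding RNA FTX at -4.05, PPP2R2C, a regulatory subunit of protein phosphatase 2A, at -3.46, and RUFY2 at -3.40. FTX, PPP2R2C and RUFY2 lay below the 50th percentile on the RAB3C array and differed by -3.39, -3.14 and -2.31 with the floor. The array's control probe sets for 18S ribosomal RNA were also lower, with differences of -2.03, -2.10 and -1.71, and those for 28S ribosomal RNA differed by 0.24, -1.70 and -0.58. The log2 ratio of the 3' to the 5' control probe set, which falls with more intact RNA, was 1.48 for ACTB on the vector control array and 0.60 on the RAB3C array. For GAPDH it was 0.35 and 0.19.

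Of 54613 probe sets, leaving out Affymetrix controls, 1062 were more than 2-fold higher and 1957 more than 2-fold lower in RAB3C-overexpressing CX-1 cells. Of the 13236 genes that were not dim, 331 were more than 2-fold higher and 302 more than 2-fold lower. With each array centred on its median these were 413 and 248, but lower genes outnumbered higher ones after loess (288 higher and 333 lower), after quantile normalization (305 and 318) and without probe sets of shared sequence (288 and 305). RAB3C differed by 0.54, PPP2R2C by -0.65 and RUFY2 by -0.35 with the mean of all probe sets of a gene.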

We detected a signature by recruiting several probes with a cutoff value of >2.0-fold change in RAB3C-overexpressing CX-1 cells compared with control cells (Fig. 4a). 

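Of 37 chemokine genes measured, 10 were more than 2-fold higher in RAB3C-overexpressing CX-1 cells and 0 were lower. Besides CXCL11, CXCL10 and CCL5, these were CXCL2, CXCL8, CXCL1 and CXCL3, which attract neutrophils, with log2 differences of 3.12, 2.82, 2.81 and 2.32. They also included CCL20, a ligand of CCR6, at 2.90, CXCL9 at 1.97 and CX3CL1 at 1.95. Of 40 interleukin genes, 6 were more than 2-fold higher and 0 lower. These were IL33 at 2.26, IL7 at 1.96, IL1RN, the antagonist of the IL-1 receptor, at 1.94, IL15 at 1.40, IL18 at 1.30 and IL32 at 1.07. IL33 and IL7 were dim on both arrays. Of 24 interferon and interferon receptor genes, 5 were more than 2-fold higher and 0 lower, and these included IFNL1 at 2.89 and IFNGR1, which encodes a chain of the interferon gamma receptor, at 1.44. IL10RB, a receptor chain for type III interferons named after its value was seen, differed by 1.05. None of 17 genes of TNF family ligands and colony-stimulating factors passed 2-fold, and LTB, TNFSF10, TNFSF9 and CSF3 differed by 0.96, 0.90, 0.54 and -0.33. After median centring LTB passed it at 1.04. None of 14 genes of the IL-6 family and its receptors passed 2-fold either. IL6 was dim, with log2 intensities of 3.96 and 4.24, and IL6R, IL11RA and IL27RA differed by 0.51, -0.33 and -0.20.

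The list medians were 0.28 for chemokines, at the 100th percentile of matched random lists, 0.12 for interleukins (percentile 98.8) and 0.15 for interferons and their receptors (percentile 98.4). They were 0.13 for TNF family ligands and colony-stimulating factors (percentile 92.5) and 0.13 for the IL-6 family (percentile 91.9). The filter acts on the brighter array, so a gene dim in the vector control stays only if it was bright on the RAB3C array. This holds for the chemokines CCL5, CXCL2, CXCL3, CXCL9, CXCL10, CXCL11 and PF4, for IL16 and IL32, and for IFNB1, IFNL1 and IFNL2. Part of the rise in the medians of all 3 lists therefore comes from the filter itself. The filter at the 50th percentile gave medians of 2.15 for chemokines and 0.35 for interleukins (percentiles 100 and 99.97). At that percentile it gave 1.05 for interferons and their receptors (percentile 100) and -0.15 for the IL-6 family (percentile 9.63). With a floor there, which raises dim values to that percentile of each array, the medians of chemokines, interleukins and interferons were -0.082, at percentile 50.0. Only 16 of 37, 15 of 40 and 9 of 24 of their genes were not dim, so these medians equal the difference between the 2 floors. The floor therefore cannot show whether these list medians rose. IL33 and IL7, dim on both arrays, also stood at -0.082. With the floor the differences were 1.83 for CXCL2, 0.72 for CXCL9 and 0.64 for IL32. CXCL2 and IL1RN differed by 0.87 and 0.82 with the mean of all probe sets. For CXCL2 the other probe sets, 1569203_at and 230101_at, were dim on both arrays, which lowers that mean. For IL1RN 216244_at and 216245_at were dim on both, whereas 212659_s_at and 216243_s_at were not and differed by 0.69 and 0.87. The 23 genes shown in Fig. 4b were chosen by the study on these same samples and are not independent evidence of a direction. Of these, 19 were more than 2-fold higher and 2 were lower by their brightest probe set, with a list median of 1.97. The lower genes were VAV3, a guanine nucleotide exchange factor, at -2.23, and SPP1, which encodes osteopontin, at -1.23. Probe sets disagreed for NAMPT, with 1.13 at its brightest probe set and -1.58 at 243296_at, and for TNFSF15, with 0.13 and 1.51. With the floor, 243296_at of NAMPT differed by -0.50, within 2-fold, and 221085_at of TNFSF15 by 1.30. Averaged over all probe sets of each gene, NAMPT differed by 0.45 and SPP1 by -0.64. CMTM7 differed by -0.61 at its brightest probe set and by -1.27 at 1560754_at, the latter -0.13 with the floor. All 10 chemokines and all 6 interleukins past 2-fold are among the genes of Fig. 4b. Leaving out the genes of Fig. 4b was a comparison chosen after the values were seen. It removes every chemokine and interleukin past 2-fold, so a fall of their medians and percentiles is built in. The other 27 chemokines had a median of 0.20 (percentile 99.9) and the other 34 interleukins 0.08 (percentile 89.3). The other 22 interferon and receptor genes had a median of 0.14 (percentile 96.7).

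**Figure D1:**
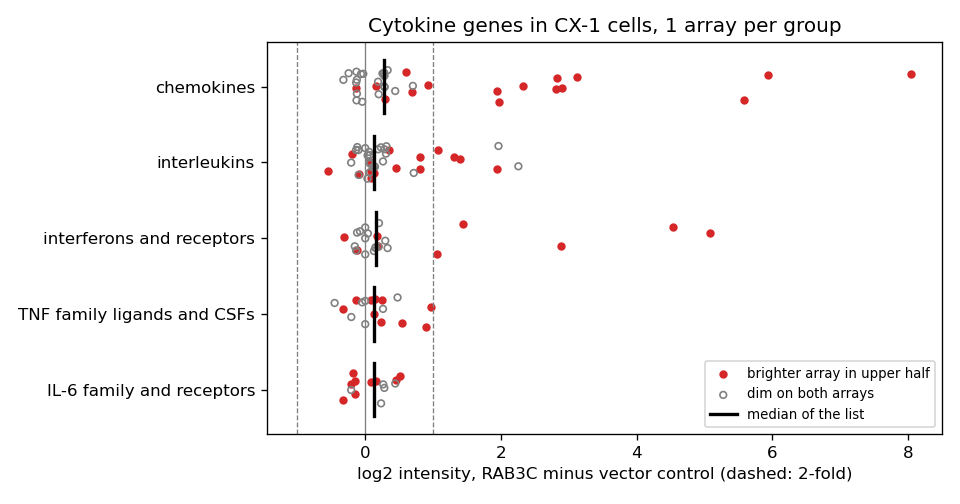
Log2 intensity of the RAB3C array minus the vector control array for each measured gene of 5 cytokine gene lists in CX-1 cells, 1 point per gene, 1 array per group. Red points are genes at or above the 50th percentile on the brighter array, open points are dim genes, black bars are list medians and dashed lines mark 2-fold. 10 chemokines, 6 interleukins and 5 interferon and interferon receptor genes lie beyond 2-fold on the higher side and none on the lower side.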

RAB3C overexpression was found to evoke the expression of many types of cytokines in the microarray analysis (Fig. 4b). In addition, the IL-6 pathway was predicted to be the top pathway whose members exhibited gene expression changes after RAB3C overexpression, according to Ingenuity Pathway Analysis (IPA) (Fig. 4b). 

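Of 29 measured genes of the IL-6 signalling drawn in Fig. 6a, 1 was more than 2-fold higher and 0 were lower by the brightest probe set. Other probe sets of IL6ST, SOCS3, PTPN11 and MCL1 were more than 2-fold higher, and 1 of SOS1 was more than 2-fold lower. The list median was 0.05, at percentile 56.2 of matched random lists. It was -0.034 after loess and -0.0044 after quantile normalization. PIK3R3, a regulatory subunit of PI3 kinase, differed by 0.95 (1.03 after median centring), HRAS by 0.81 and SOS1, a guanine nucleotide exchange factor for Ras, by -0.81. Of 32 target genes of STAT3, the transcription factor activated by IL-6, 2 were higher and 2 lower, with a median of 0.06 (percentile 57.0). The higher ones were NNMT, nicotinamide N-methyltransferase, at 2.27 and the protease MMP7 at 1.79. The lower ones were FOS and the acute phase gene SERPINA3, at -1.96. With the mean of all probe sets of a gene in place of the brightest, the medians were 0.16 for IL-6 signalling (percentile 98.7) and 0.19 for STAT3 targets (percentile 99.0).

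Of 48 interferon-stimulated genes, 23 were more than 2-fold higher and 0 lower, with a median of 0.75 at the 100th percentile. Of 25 genes of nucleic acid sensing, 3 were higher and 0 lower, with a median of 0.21 (percentile 99.2). With the mean of all probe sets this median was 0.053 (percentile 57.4), and with the filter and the floor at the 50th percentile it lay inside the random lists (percentiles 96.6 and 96.6). The higher genes were the RNA sensors IFIH1 at 2.58 and RIGI at 1.82, and their regulator DHX58 at 1.07, which are also in the list of interferon-stimulated genes. The kinase TBK1 differed by 0.68. Of 28 NF-kappaB target genes, 14 were higher and 0 lower, with a median of 1.02 at the 100th percentile, and included CXCL2, PTGS2, CCL20 and CXCL8. With the mean of all probe sets this median was 0.50, also at the 100th percentile. PTGS2, the inducible cyclooxygenase, differed by 2.92. Among the 23 NF-kappaB targets that Fig. 4b does not show, a set chosen after the values were seen, 9 were higher and the median was 0.58. The log2 ratio of the 3' to the 5' control probe set, a sign of RNA quality, differed by -0.88 for ACTB and by -0.16 for GAPDH. The paper entered the genes with over 2.0-fold change into Ingenuity Pathway Analysis, and states from the ranking returned that IL-6 signalling came first among the predicted pathways.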

In an upstream pathway analysis using proteomics data, the IL-6 pathway was also one of the top activated pathways after RAB3C overexpression (Fig. 4b). IPA analysis of proteomics data focusing on IL-6 is illustrated in Fig. 4c. We thus measured the IL-6 production in the culture supernatant of each of the colon cancer cell lines. We observed that the IL-6 production was positively correlated with the endogenous RAB3C protein level in a panel of colon cancer cell lines (Fig. 4d).

**Fig. 4:**
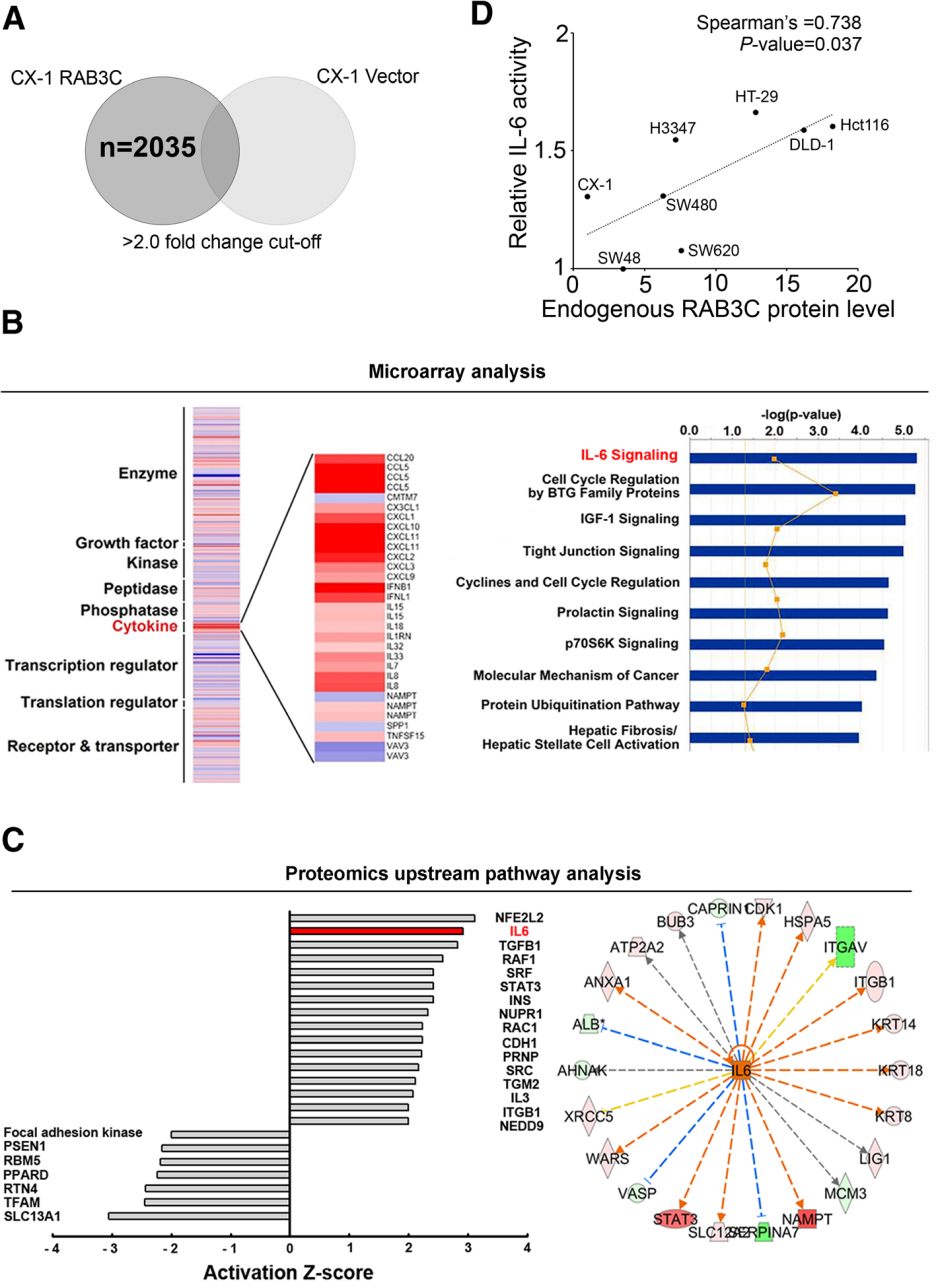
RNA microarray and pathway analyses revealed that RAB3C regulates the IL-6 signaling pathway (**a**) Putative probes regulated by RAB3C were identified from genes upregulated/downregulated at least 2-fold in CX-1 RAB3C cells compared with vector control cells. *P* < 0.05 was considered significant enrichment. **b** An RNA microarray analysis showed that RAB3C overexpression induced the expression of many cytokines. The IL-6 pathway was the top pathway hose members exhibited gene expression changes after RAB3C overexpression, according to Ingenuity Pathway Analysis (IPA). **c** IPA upstream pathway analysis of mass spectrometry proteomics data also revealed that IL-6 is a key downstream pathway in RAB3C-overexpressing cells. **d** Correlation between the endogenous RAB3C protein level and IL-6 activity in colon cancer cell lines

### RAB3C overexpression increases exocytosis in colon cancer cells and promotes metastasis through IL-6 secretion

On the basis of the finding that RAB3C-overexpressing cells exhibited increased cytokine expression, we further studied the role of RAB3C in exocytosis. In two colon cancer cell lines, we observed upregulation of other exocytic RABs including RAB3B, RAB26, and RAB27A as a result of RAB3C overexpression (Fig. 5a). Furthermore, conditioned medium was used in a Transwell migration assay to confirm whether the substances secreted by RAB3C overexpressing cells are the main mechanism through which RAB3C promotes metastasis. In the Transwell migration assay, the conditioned medium of RAB3C-overexpressing cells in CX-1 cells (Fig. 5b) and SW48 cells (Additional file 3: Figure S2A) and vector control cells were loaded in the lower part of the transwell device, and corresponding parental cells in serum-free medium were loaded in the upper portion of the Transwell device. The significant effect of the RAB3C overexpressing cell-conditioned medium on the migration ability of parental colon cancer cells indicated that the metastasis-promoting role of RAB3C was exocytosis dependent (Fig. 5b). In addition, Rab3C overexpressions in CX-1 and SW-48 cells increased the levels of IL-6 in conditioned mediums (Additional file 3: Figure S2B). There was also a gradient increase in the intracellular IL-6 level in RAB3C-overexpressing cells after treatment with 50 μM and 100 μM EXO1, an exocytosis inhibitor, as well as the finding that blocking IL-6 with IL-6 antibody added to the maintenance medium significantly decreased the migration ability of RAB3C-overexpressing cells in a dose-dependent manner, indicated that RAB3C regulates cancer metastasis through IL-6 exocytosis (Fig. 5c and d). We observed that IL-6 knockdown decreased the RAB3C-enhanced migration/invasion ability of colon cancer cells, thus indicating a critical role of the RAB3C-IL-6 axis in promoting the metastatic potential of colon cancer cells (Fig. 5e).

**Fig. 5:**
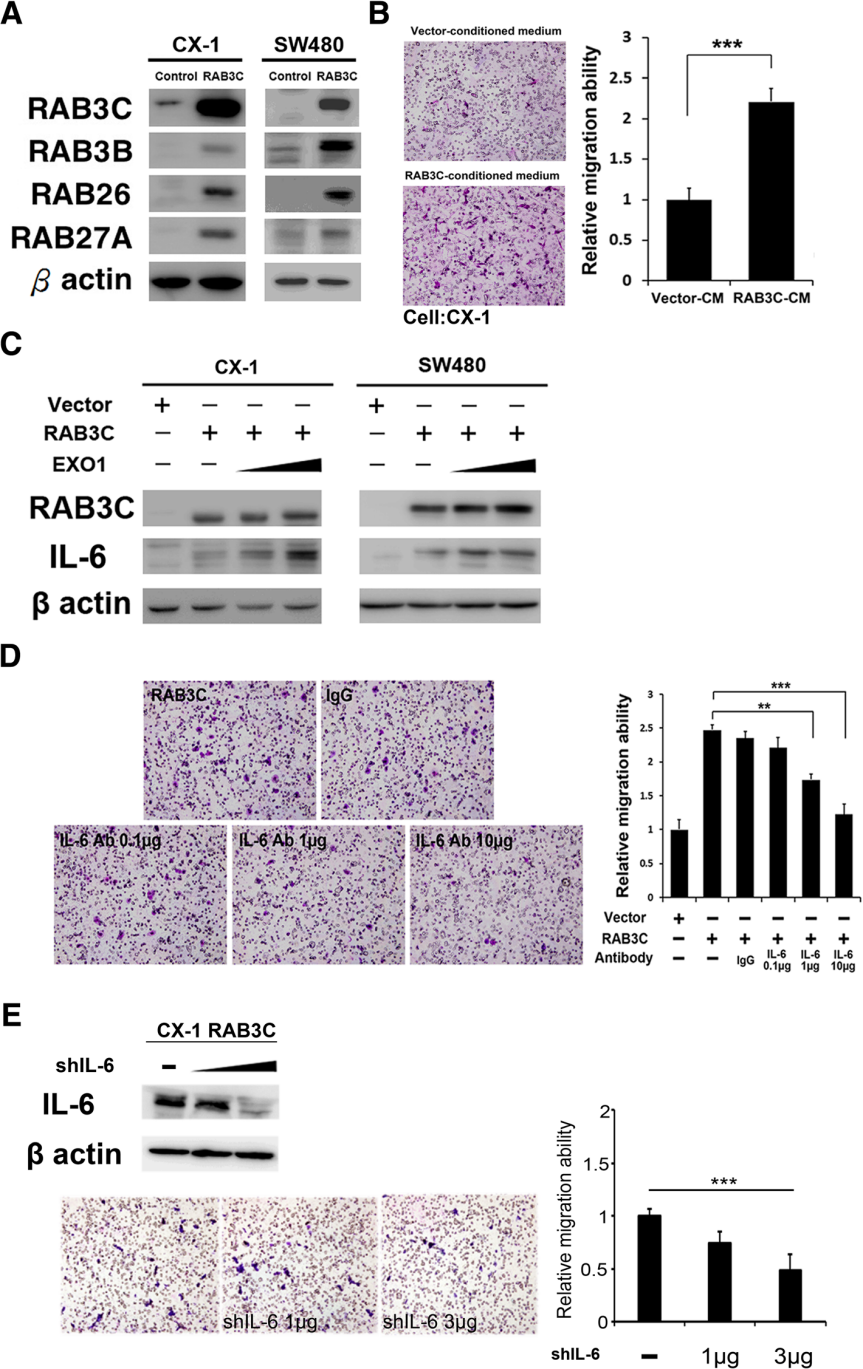
RAB3C overexpression increases exocytosis of colon cancer cells and promotes metastasis through IL-6 secretion (**a**) Western blot analysis of RAB3C, RAB3B, RAB26, RAB27A and β-actin protein expression with or without RAB3C overexpression in CX-1 and SW480 cells. **b** Migration ability of CX-1 cells induced by culture medium from RAB3C-overexpressing or control cells. **c** Western blot analysis of RAB3C, IL-6 and β-actin protein expression after dose-dependent EXO-1 treatment with or without RAB3C overexpression in CX-1 and SW480 cells. **d** Migration ability after IL-6 antibody treatment was dose-dependent in a RAB3C model. **e** Western blot analysis of IL-6 and β-actin protein expression and the migration ability of CX-1 cells after IL-6 dose-dependent knockdown and RAB3C-overexpression

### RAB3C promotes colon cancer metastasis through IL-6 secretion and increased phosphorylation of STAT3

To further confirm the role of the RAB3C-IL-6 axis in colon cancer metastasis, we analyzed the canonical pathway of IL-6 by examining previous data. 

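Of 3 JAK2 probe sets, 2 were more than 2-fold higher in RAB3C-overexpressing CX-1 cells. JAK2 encodes the kinase bound to the IL-6 receptor complex. Its brightest probe set, 205842_s_at, had log2 intensities of 4.61 on the vector control array and 5.82 on the RAB3C array, a difference of 1.21. Probe set 205841_at differed by 1.07 and 1562031_at by 0.00, and both were dim. JAK2 differed by 0.76 with the mean of its probe sets and by 0.57 with a floor at the 50th percentile. SOCS3, the feedback inhibitor of JAK and STAT signalling, has 4 probe sets. At 227697_at it differed by 2.90, from a log2 intensity of 3.81, at percentile 26.1 of its array, to 6.71, and by 1.46 with that floor. Its brightest on average, 206360_s_at, differed by -0.19, from 6.39 to 6.20, and 206359_at and 214105_at differed by 0.29 and 0.11. The mean over these probe sets was 0.78.

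Other genes of IL-6 signalling also differed between their probe sets. IL6ST, which encodes the shared receptor chain GP130, differed by 0.45 at its brightest probe set and by 1.45 at 212196_at. PTPN11, which encodes the phosphatase SHP2, differed by 0.16 at its brightest probe set, by 0.94 at 209896_s_at and by 1.06 at 209895_at. MCL1, an inhibitor of apoptosis, differed by -0.54 at its brightest probe set and by 1.31 and 1.28 at 200798_x_at and 214056_at, the latter 0.995 with the floor. SOS1 differed by -0.81 at its brightest probe set, by -2.42 at 230337_at and by -1.19 there with the floor. At 212777_at, 212780_at and 1557354_at it differed by 0.44, 0.40 and 0.30. The 4 probe sets of STAT3 itself differed by 0.05, 0.14, 0.55 and 0.71. The single probe set of IL6 differed by 0.28. Over 6296 genes with several bright probe sets, the probe sets of 1 gene had an SD of 0.46 around their mean difference.

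**Figure D2:**
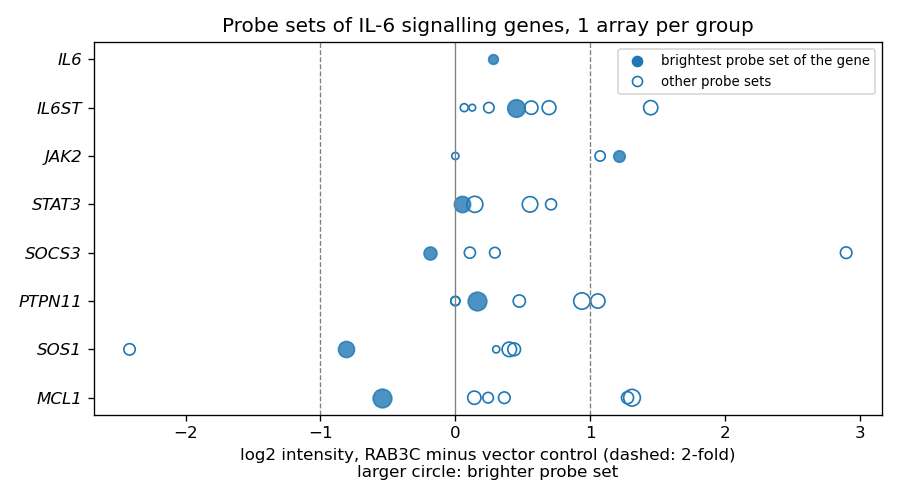
Log2 intensity of the RAB3C array minus the vector control array for every probe set of 8 genes of IL-6 signalling in CX-1 cells, 1 array per group. Filled circles are the brightest probe set of each gene, open circles the other probe sets, larger circles are brighter and dashed lines mark 2-fold. SOCS3 spans from -0.19 to 2.90 and SOS1 from -2.42 to 0.44.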

The results showed that JAK2 and SOCS3 were upregulated in RAB3C-overexpressing cells (Fig. 6a). Previous studies have shown that IL-6 induces JAK2 activation and STAT3 activation via Tyr705 phosphorylation. Thus, we detected the expression levels of total and phosphorylated STAT3. We found that STAT3 phosphorylation was increased after ectopic expression of RAB3C in CX-1 cells but was decreased after RAB3C knockdown (Fig. 6b). We next determined whether IL-6 might promote STAT3 phosphorylation in the absence of RAB3C overexpression in cells, by using recombinant IL-6 protein. We found that IL-6 directly triggered the phosphorylation of STAT3 in a dose-dependent manner in CX-1 cells (Fig. 6c). Moreover, treatment of RAB3C-overexpressing CX-1 cells with Ruxolitinib, a JAK2-specific inhibitor, clearly blocked the phosphorylation of STAT3. Our results showed that Ruxolitinib decreased the migration ability and the level of phosphorylated STAT3 in RAB3C-overexpressing CX-1 cells in a dose-dependent manner (Fig. 6d and e). On the basis of the evidence presented above, we propose that RAB3C overexpression in colon cancer cells induces IL-6 exocytosis, thereby triggering JAK2 activation and STAT3 phosphorylation and inducing cancer cell metastasis (Fig. 6f).

**Fig. 6:**
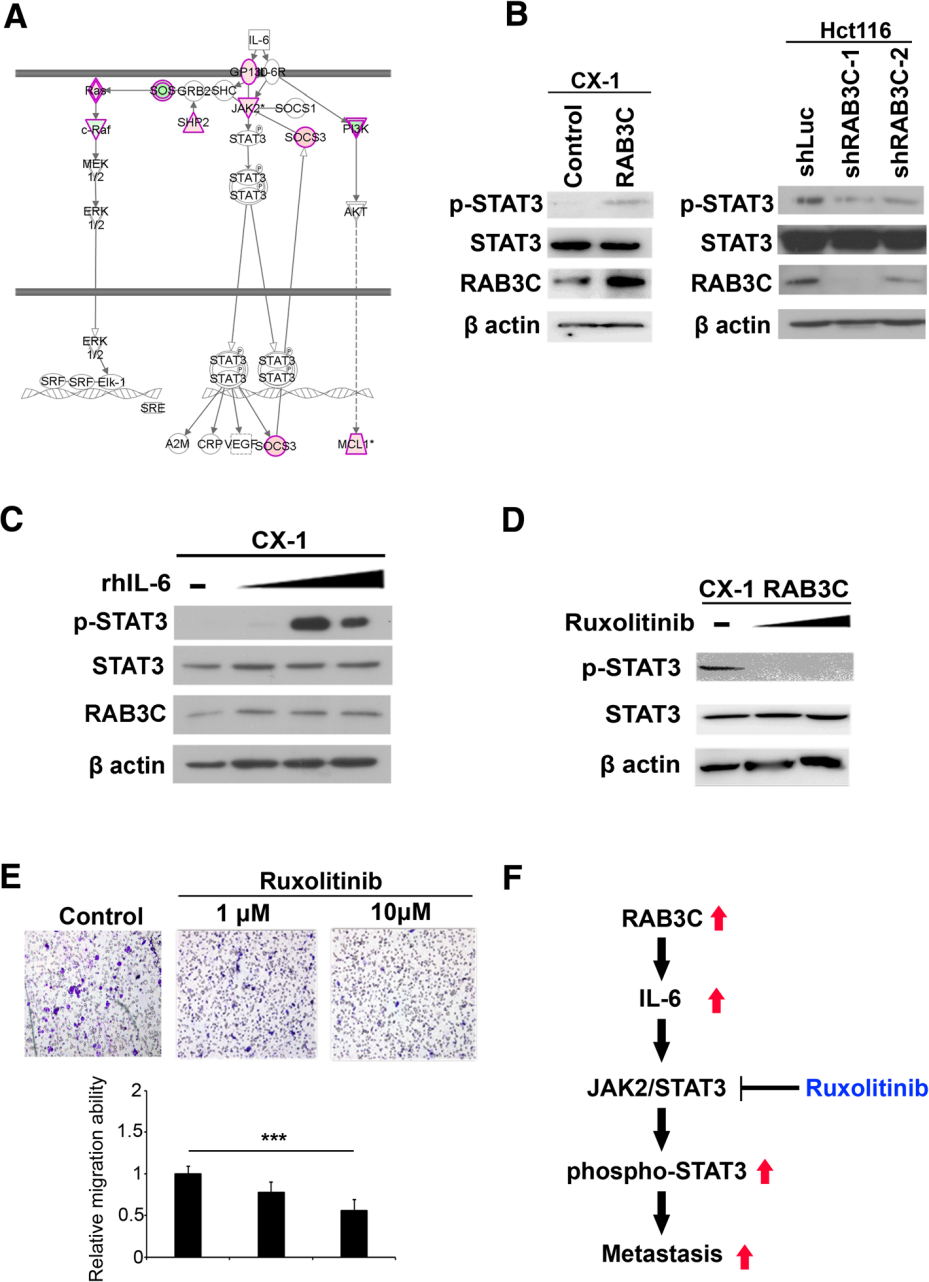
RAB3C enhanced STAT3 phosphorylation through IL-6, thereby promoting colon cancer metastasis (**a**) IL-6 signaling and the downstream pathway in RAB3C-overexpressing cells. Red indicates upregulation, and green indicates inhibition in the RAB3C-based microarray data. **b** Western blot analysis of phospho-STAT3, STAT3, RAB3C and β-actin protein expression with or without RAB3C-overexpression in CX-1 cells. **c** Western blot analysis of phospho-STAT3, STAT3, and β-actin protein expression with and without recombinant human IL-6 treatment. **d** Western blot analysis of phospho-STAT3, STAT3, and β-actin protein expression with or without Ruxolitinib treatment in a CX-1 RAB3C model. **e** Effect of different doses of Ruxolitinib on the migration ability of CX-1 cells. **f** Proposed model of the RAB3C/IL-6 axis in colon cancer progression

## Discussion

In this study, the high expression of RAB3C in colorectal cancer tissue compared with that in normal colonic mucosal tissue provided strong evidence allowing us to determine its value as a prognostic indicator. Survival analyses showed that patients with high RAB3C expression had poor overall and disease-free survival, and RAB3C overexpression remained an independent prognostic factor in multivariate analyses. Moreover, high RAB3C expression was significantly correlated with distant metastasis. RAB3C overexpression was also confirmed to increase the migration and invasion ability of colon cancer cells and the number of metastatic nodules in animal models. Knowledge-based pathway analysis using RNA microarray and proteomics data analysis revealed that the IL-6 pathway is the major signaling pathway involved in RAB3C’s effects. The gradient decrease in the migration ability induced by RAB3C-overexpressing cell-conditioned medium by blocking of IL-6 further indicated that promotion of metastasis by RAB3C depends on IL-6 secretion. Together, these results indicated that the RAB3C protein plays a critical role in tumor progression, invasion, and metastasis through IL-6 exocytosis.

The majority of research related to RAB3 has focused on its normal physiological functions, whereas relatively little is known about the role of RAB3 in tumorigenesis. Among 4 highly homologous isoforms of RAB3, their subcellular targets and functional roles have been proposed to be distinct because of differences in their N- and C-terminal domains [31, 32]. RAB3B, a key exocytosis regulator in anterior pituitary cells, has been demonstrated by immunohistochemistry staining to be overexpressed in pituitary adenoma [33, 34]. RAB3D, which is predominantly expressed in non-neuronal cells such as adipocytes and various exocrine glands, has recently been studied in breast cancer. However, there was no correlation between tumor progression and the presence of endogenous RAB3D mRNA and protein [24]. The metastasis-promoting ability of RAB3C in colorectal cancer in the present study underscored the importance of conducting more research to elucidate whether other RAB3 isoforms and other exocytic RABs also participate in and coordinately regulate exocytosis, thereby leading to tumor metastasis.

RAB3 has been found to regulate the final steps of exocytosis and function as a gate-keeper of late stage exocytosis [35]. Exocytosis is a critical factor in the adaptation of cancer cells to the challenging environment encountered during invasion and metastasis. Cancer cell exocytosis plays an important role in liberating growth factors into the microenvironment, thus facilitating invasive the growth of tumors. The importance of RABs in this process has been illustrated by two recent studies of RAB27 in breast cancer. Overexpression of RAB27A has been shown to enhance tumor invasion and metastasis in breast cancer cell lines through secretion of insulin-like factor-II (IGF-II), which in turn modulates many important tumor progression markers including p16, vascular endothelial growth factor, cathepsin D, cyclin D1, matrix metalloproteinase-9, and urokinase-type plasminogen activator [25]. In another study, heat-shock protein 90α has been identified in RAB27B-secretory vesicles as a key pro-invasive growth regulator inducing activation of matrix metalloproteinase-2 in breast cancer [24]. Moreover, this study has also revealed a correlation between RAB27B and poor differentiation and lymph node metastasis in ER-positive breast cancer.

Our research is the first study focused on the role and the function of RAB3C in cancer. In the present study, we found that IL-6 secretion is the major mechanism by which RAB3C induces cancer metastasis. IL-6 has been reported to induce tumor progression, especially metastasis, in various cancer types and is also considered to be a potential therapeutic target [36, 37]. In colon cancer, IL-6 participates in almost every step of cancer progression, including tumor initiation, proliferation, migration, and angiogenesis [38], and IL-6 expression has been confirmed to be correlated with poor prognosis [39]. IL-6 is generally known to be secreted by tumor-associated fibroblasts and to create an environmental niche for cancer progression [38, 40]. However, increasing evidence shows that tumor cell-secreted IL-6 also promotes tumorigenesis through autocrine regulation [41, 42]. In our study, we found that IL-6 secreted by colon cancer cells modulates tumor metastasis. Our study is the first to reveal the relationship between exocytic RABs and cytokine secretion, and it further solidifies the role of RAB-regulated IL-6 autocrine signaling in cancer progression.

In addition, secretory RABs control exosome secretion, thus facilitating angiogenesis, degradation of the extracellular matrix, and creation of an immune-privileged environment for cancer cells [43, 44]. Cancer progression markers, including molecules related to metastasis processes and signaling transduction and some lipid raft-associated proteins, have been isolated from metastatic colon cancer-derived exosomes [45]. In addition, the level of circulating exosomes has also been reported to be an indicator of colon cancer prognosis [30]. Exosomes also affect chemoresistance and chemosensitivity by modulating drug efflux mechanisms against cytotoxic drugs such as cisplatin and microtubule stability targeted by drugs such as taxanes [46, 47]. The strong effects of RAB3C expression on disease-free survival and tumor recurrence in the present study may be attributed to treatment resistance modulated by RAB3C. However, whether and how RAB3C-regulated exocytosis has a direct effect on chemoresistance needs further exploration. Furthermore, recent research on blocking exosome liberation by interfering with exocytic RABs also provided new insights in studying chemoresistance mechanisms [44].

In conclusion, increased RAB3C expression is correlated with poor prognosis and distant metastasis in colorectal cancer patients and regulates exocytosis and IL-6 secretion. Moreover, its further activation of the JAK2-STAT3 signaling pathway may be essential for tumor invasiveness and metastasis. Our study not only suggests a new direction for studies focused on deciphering the relationship between exocytic RABs and cancer progression but also reveals that the RAB3C-IL6-STAT3 axis may serve as a target for prognostic prediction and future therapeutic intervention with drugs such as Ruxolitinib.

## Conclusions

This study demonstrated that RAB3C overexpression is associated with tumor metastasis and poor prognosis in colorectal cancer, through modulating exocytosis of IL-6 in cancer cells, thus leading to activation of the IL6-JAK2-STAT3 pathway. Furthermore, suppression of STAT3 phosphorylation in the RAB3C-IL-6-STAT3 axis by Ruxolitinib may offer new hope for physicians to combat metastatic colon cancers.

## Additional files

Additional file 1: Table S1. Correlation of clinicopathological features of colorectal cancer patients and the RAB3C tumor expression. (DOCX 2201 kb)

Additional file 2: Figure S1. High RAB3C expression is an independent indicator in colorectal cancer patients. (A) the box plot shows that higher RAB3C expression was correlated with a poor overall survival rate in patients in the GSE17536, (n = 177) from the SurvExpress database (*P* = 0.015). (B) Heatmap indicates RABs family mRNA level correlated with grade and pathological stage in the clinicopathological analysis by the Oncomine online tool. (TIFF 32000 kb)

Additional file 3: Figure S2. RAB3C overexpression increases exocytosis of colon cancer cells and promotes metastasis through IL-6 secretion. (A) The significant effect of RAB3C overexpressing cell-conditioned medium on the migration ability of parental colon cancer cells indicate that the metastasis-promoting role of RAB3C is exocytosis dependent. (B) Relative IL-6 activity in conditioned medium of CX-1 cells and SW48 cells with or without the exogenous RAB3C gene. The data were the average of three independent experiments and are presented as the mean ± SEM. The significance of the difference was analyzed using the nonparametric Mann-Whitney *U* test. (TIFF 28902 kb)

## Abbreviations

EXO1: Exonuclease1, 2-(4-fluorobenzoylamino)-benzoic acid methyl ester
IL-6: Inteleukin-6
IPA: Ingenuity pathway analysis
RAB: Ras-related protein
STAT3: Signal transducer and activator of transcription 3

# Supplementary material for: Secretory RAB GTPase 3C modulates IL6-STAT3 pathway to promote colon cancer metastasis and is associated with poor prognosis
**Source:** Mol Cancer. 2017 Aug 7;16:135. doi: 10.1186/s12943-017-0687-7

Additional file 1: **Table S1**: Correlation of clinicopathological features of colorectal cancer patients and the RAB3C tumor expression

| Clinicopathological feature | n | Rab3C expression, n (%) | | *P* |
| --- | --- | --- | --- | --- |
|  |  | Low  (n=90) | High  (n=125) |  |
| Age |  |  |  |  |
| <65 y | 70 | 32 (45.7) | 38 (54.3) | 0.258 |
| ≧65 y | 145 | 58 (40.0) | 87 (60.0) |  |
| Gender |  |  |  |  |
| Male | 120 | 49 (40.8) | 71 (59.2) | 0.419 |
| Female | 95 | 41 (43.2) | 54 (56.8) |  |
| Tumor location |  |  |  |  |
| Right colon | 37 | 12 (32.4) | 25 (67.6) | 0.449 |
| Transverse colon | 27 | 13 (48.1) | 14 (51.9) |  |
| Descending colon | 17 | 9 (52.9) | 8 (47.1) |  |
| Rectosigmoid colon | 134 | 56 (41.8) | 78 (58.2) |  |
| T stage |  |  |  |  |
| T1+T2 | 28 | 15 (53.6) | 13 (46.4) | 0.127 |
| T3+T4 | 187 | 75 (40.1) | 112 (59.9) |  |
| N stage |  |  |  |  |
| N0 | 99 | 46 (46.5) | 53 (53.5) | 0.130 |
| N1+N2 | 116 | 44 (37.9) | 72 (62.1) |  |
| M stage |  |  |  |  |
| M0 | 179 | 84 (46.9) | 95 (53.1) | <0.001 |
| M1 | 36 | 6 (16.7) | 30 (83.3) |  |
| Pathological stage |  |  |  |  |
| I+II | 88 | 44 (50.0) | 44 (50.0) | 0.044 |
| III+IV | 127 | 46 (36.2) | 81 (63.8) |  |
| Vascular invasion |  |  |  |  |
| No | 98 | 46 (46.9) | 52 (53.1) | 0.107 |
| Yes | 117 | 44 (37.6) | 73 (62.4) |  |
| Perineural invasion |  |  |  |  |
| No | 164 | 73 (44.5) | 91 (55.5) | 0.105 |
| Yes | 51 | 17 (33.3) | 34 (66.7) |  |
| Tumor histology |  |  |  |  |
| Nonmucinous | 198 | 86 (43.4) | 112 (56.6) | 0.088 |
| Mucinous | 17 | 4 (23.5) | 13 (76.5) |  |
| Recurrence |  |  |  |  |
| No | 141 | 68 (48.2) | 73 (51.8) | 0.006 |
| Yes | 74 | 22 (29.7) | 52 (70.3) |  |

**Supplementary Figure**

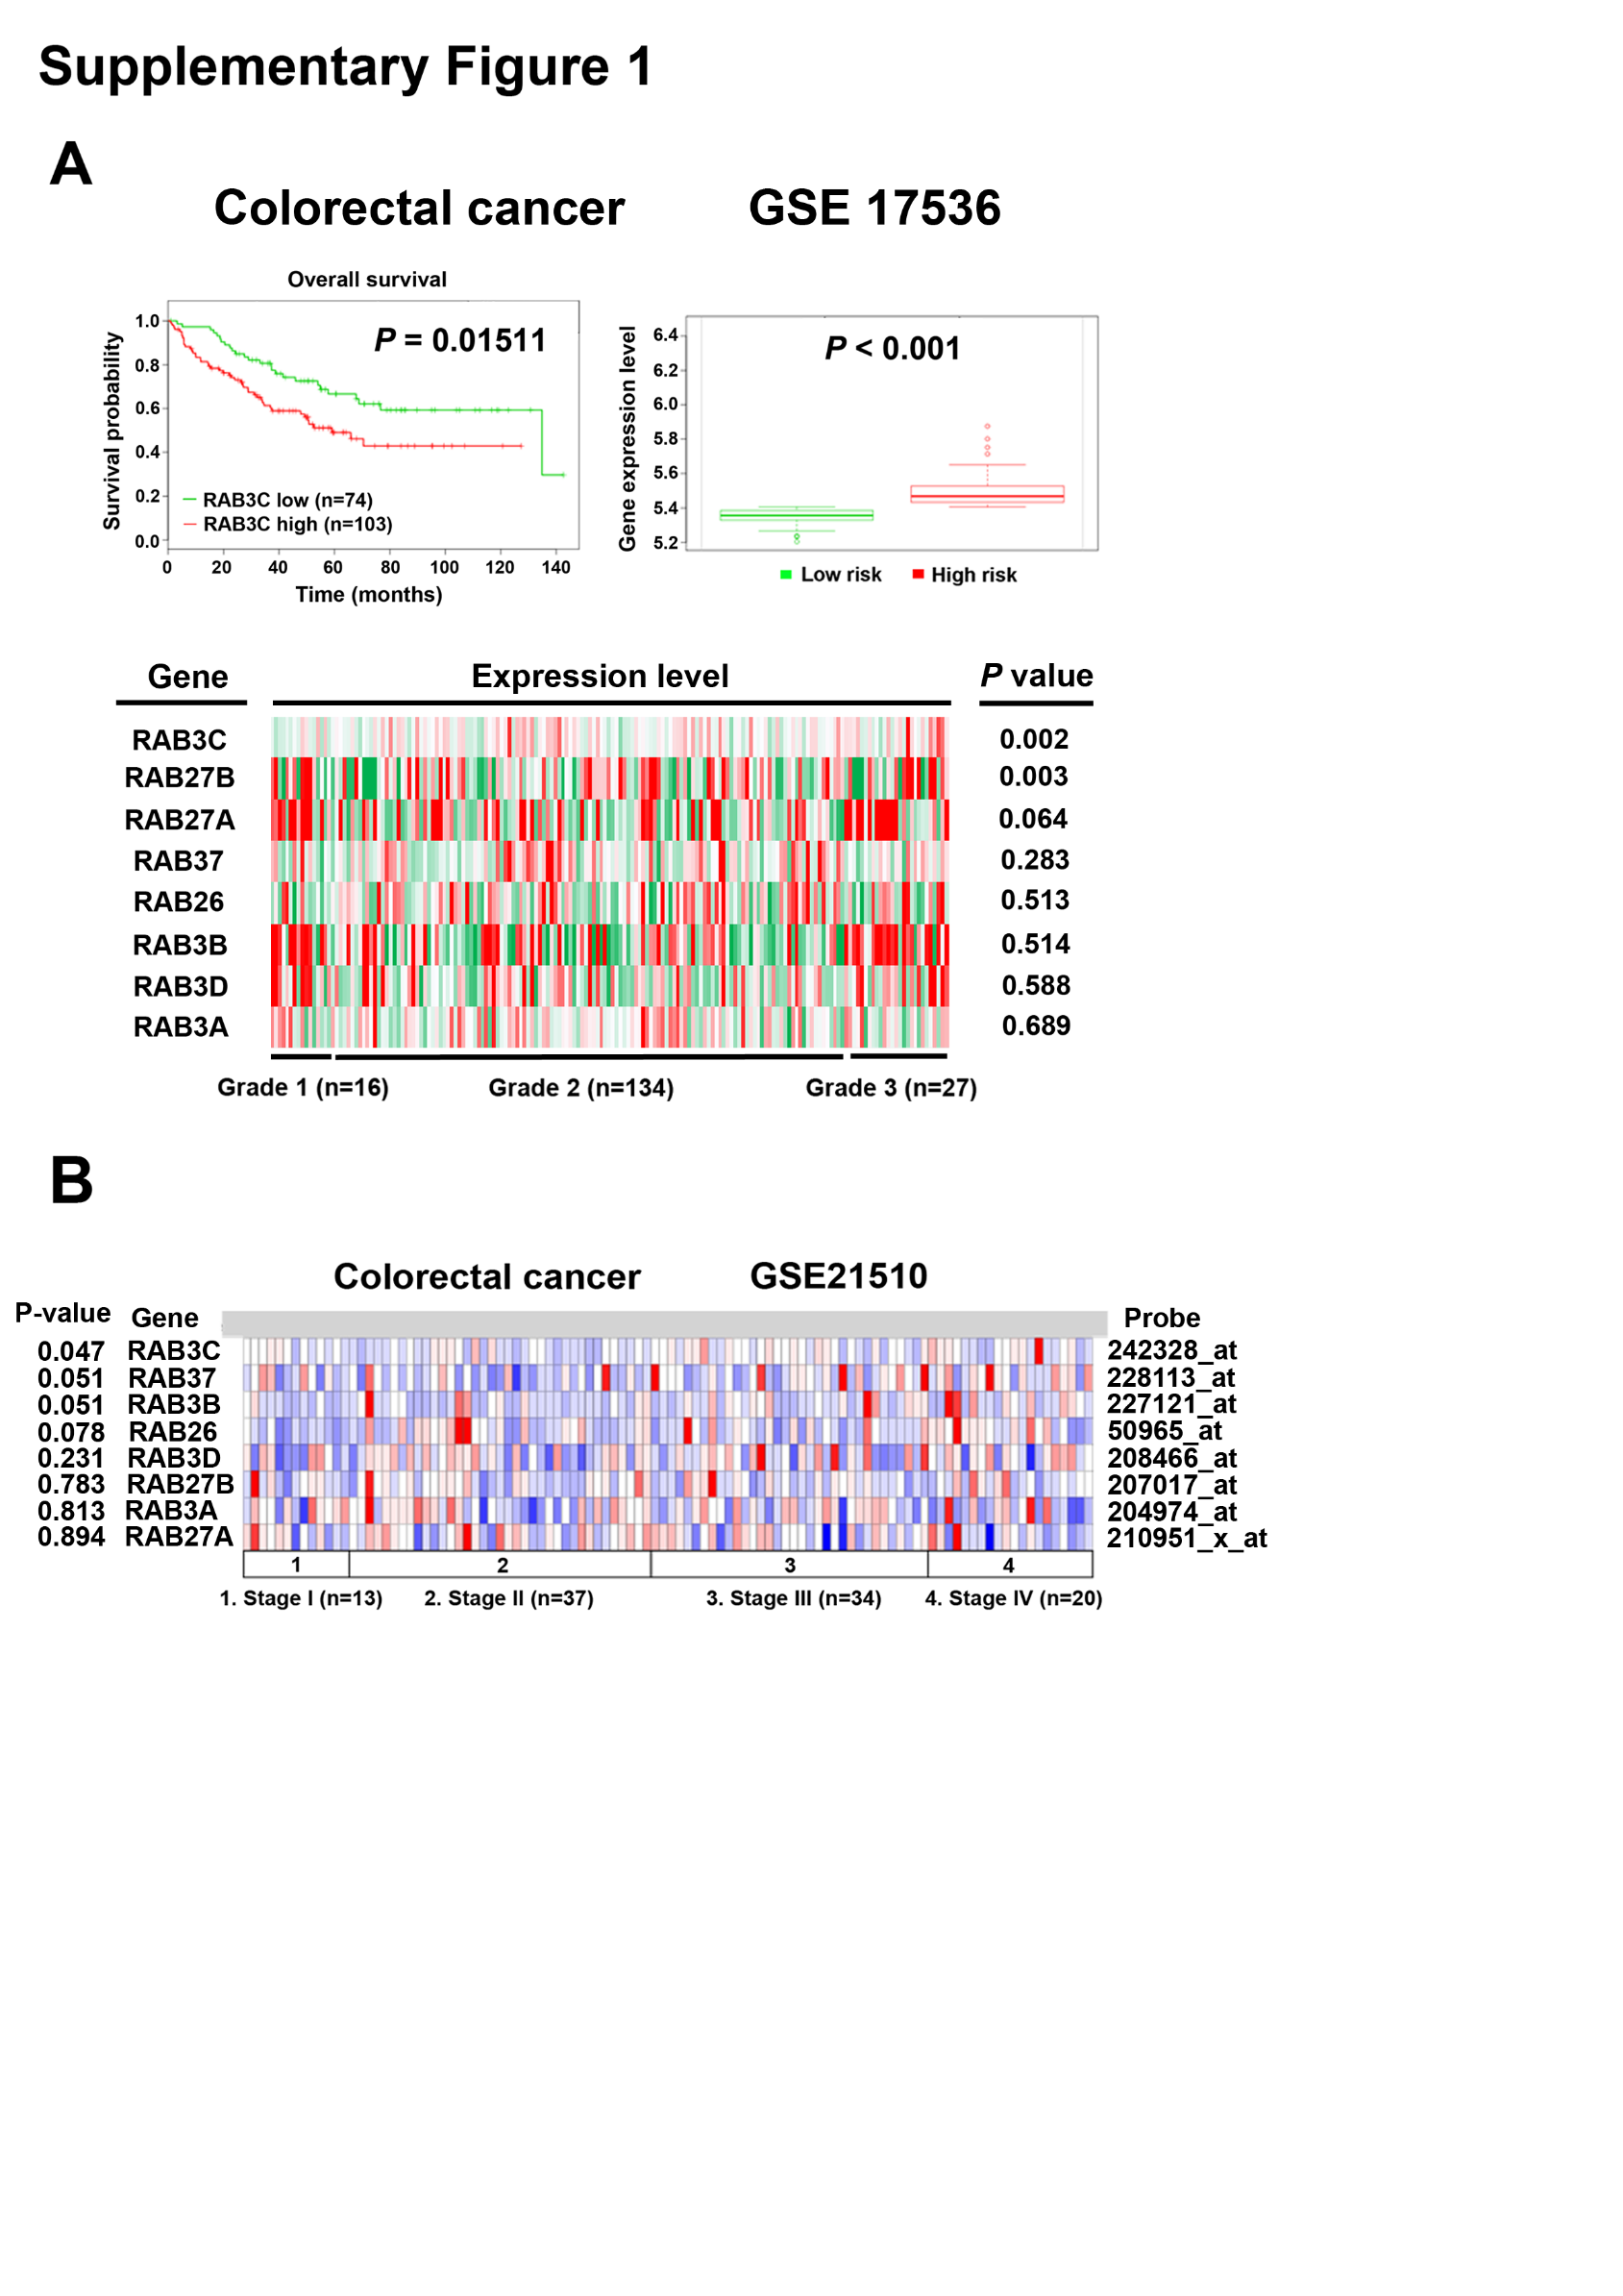

**Supplement Figure 2**

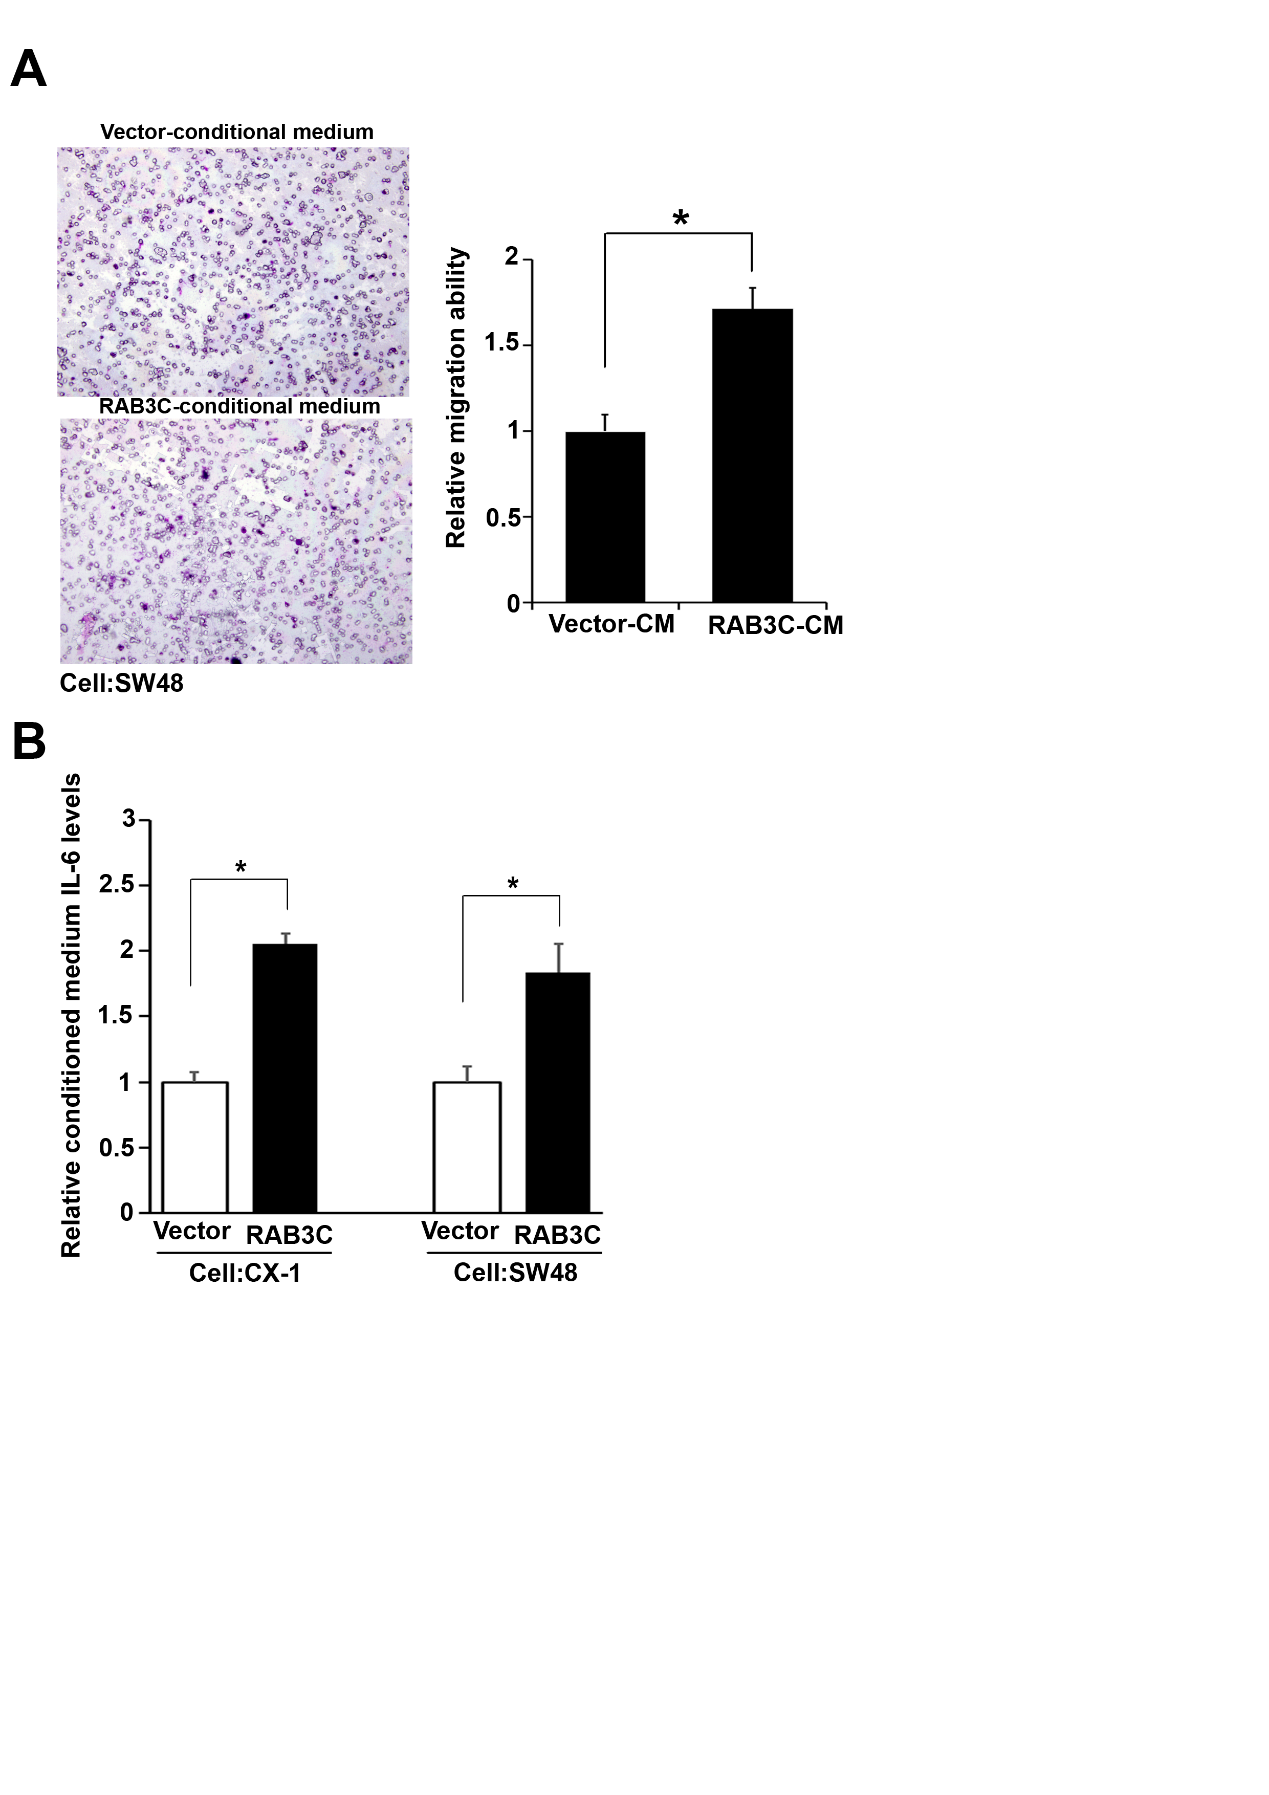

**Supplement:** Supplementary file 1 — Correlation of clinicopathological features of colorectal cancer patients and the RAB3C tumor expression.

How the deposited data were processed for this re-analysis (not part of the article)

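Gene expression was measured in 2 cultures of CX-1 colon adenocarcinoma cells, 1 with the vector control and 1 with RAB3C overexpression, each on 1 Affymetrix Human Genome U133 Plus 2.0 array. The labels give 6 ug of total RNA and 2 weeks of blasticidin selection for both. The condition of each array was taken from the sample labels, which name the vector and RAB3C, and was not inferred from the values.

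The authors deposited 1 table of linear intensities, 1 value per probe set and array, with no detection calls in the table. According to the paper, image files were processed with the Affymetrix Gene Chip Operating System, normalized by robust multi-chip analysis and compared in GeneSpring GX11 at a more than 2.0-fold change. The submitters' processing notes name MAS5, with no version. The values do not settle this in full. The trimmed means of 162 and 170 show no scaling to a common target. The SD of the log2 difference was 0.20 in the dimmest decile of probe sets and 0.67 in the 7th, so dim probe sets did not have the widest spread. 1731 probe sets, 3.17% of the table, held exactly the same value on both arrays. The Affymetrix hybridization controls differed by -0.02 to -0.26 on the log2 scale.

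The intensities were taken to log2 and the vector control was subtracted from RAB3C, with no further normalization. The 62 Affymetrix control probe sets were left out, which left 54613. The platform annotation pairs 41091 of these with 1 gene symbol, 1801 with several and 11721 with none. Symbols were updated through gene identifiers with a gene table of GRCh38.p14, used for names only, and 99.87% of single symbols matched. No gene was named from a probe set with several symbols. A gene of a list that no probe set names in this way was not analysed here. Each gene took the probe set with the highest mean log2 intensity over both arrays among those paired with it alone. A gene was called dim when its brighter array lay below the 50th percentile of that array. No coordinates are given, since the table names no genome build.

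Differences past 2-fold were counted for all probe sets and for the 13236 genes that were not dim. 30 gene lists were fixed before the data were examined, covering exocytosis, cytokines, IL-6 and STAT3 signalling, interferon and NF-kappaB targets, antigen presentation, the cell cycle, p53, IGF signalling, cell junctions and differentiation, proteases, markers of other cell types, stress of the endoplasmic reticulum, cholesterol synthesis, glycolysis, and the genes of Fig. 4b, Fig. 4c and Fig. 6a. Each list was described by its median log2 difference and by the percentile of that median among 10000 random lists of the same size, drawn without replacement from 20 bins of mean log2 intensity. The percentile describes these 2 arrays and is no p-value, since genes are not replicates. A list is said to lie outside the random lists when its percentile is above 97.5 or below 2.5.

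The text names genes by a rule fixed beforehand, which gave 136 genes. It takes the 10 genes with the largest increase and the 10 with the largest decrease among those not dim, every gene the paper names for these samples or shows as changed in Fig. 4b or Fig. 6a, and up to 4 members of each list with the largest absolute difference among those not dim. The directions drawn in those figures had been seen before the data were examined. The mitochondrially encoded genes as a group and the immediate early genes were chosen after their values were seen, and the list of 76 nuclear-encoded respiratory chain genes was written before it was tested.

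The procedure was tested on simulated arrays with 19775 genes. Of 50 genes changed by each fold, 10.0% passed 2-fold after a 1.5-fold change, 84.0% after a 3-fold change and 100% after a 6-fold or 12-fold change, and 0 had the wrong direction. Of 13062 unchanged genes, 207 passed 2-fold. Of 200 unchanged lists of 40 genes, 5.50% lay outside the random lists. These figures describe the simulated arrays and are no error rates for the 2 real arrays, which have no replicates.

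Alternatives fixed beforehand were quantile normalization, centring each array on its median, removal of a loess trend with a span of 0.3, filters and floors at the 20th and 50th percentiles, thresholds of 1.5-fold and 3-fold, probe sets with shared sequence left out, probe sets with 1 symbol alone, and the mean of all probe sets of a gene. Lists without the genes of Fig. 4b were added after the values were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.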

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

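The paper does not discuss the gene groups below as groups for these samples, although some share members with its figures. Fig. 4b shows 2 of the interferons and their receptors and 5 of the NF-kappaB target genes. The groups are named because their median lay outside the central 95% of 10000 matched random lists, as did 14 of all 30 lists, or because of a shift of a whole class of probe sets. The test of noise independent between probe sets and the interval over probe sets not chosen were added after the results were seen. The mitochondrially encoded genes were grouped after their values were seen. The lists share members, and that of Fig. 4b was chosen by the study on these samples.

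Interferon-stimulated genes, which type I and type III interferons induce, had a median log2 difference of 0.75. Against a scaling or brightness-dependent difference stands the median of 0.71 after loess, and against blood cells the median of -0.030 over their markers (0.040 after quantile normalization), of which 0 of 8 fixed for the test passed 2-fold and LYZ was already at a log2 intensity of 13.26 in the vector control. Noise independent between probe sets is argued against by 13 of the 37 probe sets that did not stand for their gene being more than 2-fold higher, where random probe sets reached 6. Cross-hybridization confined to the chosen probe sets is argued against by the median of 0.51 over those 37 probe sets. Its bootstrap 95% interval over genes was 0.22 to 1.17, and 0 of the 37 were more than 2-fold lower. That median passed the bound written beforehand only narrowly. Cross-hybridization shared by the probe sets of a gene was not tested. RNA quality as the whole cause is argued against by 23 of 48 genes more than 2-fold higher and 0 lower. The 3' to 5' log2 ratio differed by only -0.88 for ACTB and -0.16 for GAPDH. A part of RNA quality in the values of the other 25 genes, within 2-fold, stays open. An interferon response to RAB3C or to another difference between the cultures may be the source, as an untested hypothesis, since 1 array per group does not separate them.

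Mitochondrially encoded genes had a median log2 difference of -3.28, and 7 of 7 were more than 2-fold lower. A lower expression of the whole respiratory chain is argued against by the median of 0.0031 over 68 nuclear-encoded genes, of which 0 passed 2-fold, although that median lay at percentile 0.40 of matched random lists. A different carry-over of RNA that oligo(dT) primes poorly is a candidate explanation for part of the fall. The 6 ribosomal RNA control probe sets differed by -1.31 on average, from -2.10 to 0.24. All 7 mitochondrially encoded genes fell further, from -2.14 for COX2 to -4.71 for ND6. Whether oligo(dT) primes the mitochondrially encoded transcripts poorly was not tested. RNA quality stays open, with a difference of -0.16 in the GAPDH 3' to 5' log2 ratio and a larger one for ACTB. A lower mitochondrial transcription in the RAB3C culture was not tested.

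Of the probe sets past 2-fold, 64.8% were lower on the RAB3C array. A scaling difference as the whole cause is argued against by 67.6% after loess and 64.3% after quantile normalization, although centring on the median gave 56.1%. The excess of lower probe sets lay among those with no gene symbol, where 93.7% of 1031 were lower against 49.4% of the 1895 with 1 symbol, so a difference in intronic, antisense or unspliced RNA is a candidate explanation. No test separated a technical from a biological origin of that RNA.

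The other groups are given as values. Interferons and their receptors had a median of 0.15. Genes of nucleic acid sensing had a median of 0.21, and of 0.053 with the mean of all probe sets. NF-kappaB target genes had a median of 1.02, and of 0.50 with the mean of all probe sets. MHC class I antigen presentation had a median of 0.49. Proliferation and DNA replication genes had a median of 0.24, which was 0.15 after loess and 0.14 with the mean of all probe sets. The p53 target genes had a median of 0.38. Epithelial markers had a median of 0.28. Genes of the unfolded protein response had a median of 0.56, and cholesterol synthesis genes had one of 0.48.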

How the results depend on the processing

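The alternatives were fixed before the data were examined, except the lists without the genes of Fig. 4b. No paired analysis was possible because each group had 1 array. Of 680 values of named genes under 5 alternatives, 627 moved by less than the SD of 0.46 between probe sets of a gene and 53 by more. Under the 3 normalizations none moved by more. Of the 680 values, 14 changed sign, 3 of them for genes past 2-fold. Of 76 named genes past 2-fold, 72 stayed past it after quantile normalization, 75 after median centring, 72 after loess, 68 with a floor at the 50th percentile and 57 with the mean of all probe sets. Of 14 lists outside the random lists, 13, 13, 13 and 9 stayed outside under the first 4 of these, 11 with the mean of all probe sets and 12 with the filter at the 50th percentile. Under the floor the chemokine, interleukin and interferon lists were lost because most of their genes were dim, so that loss is built in. Of 24 gene counts 23, and of 33 probe set counts 22, stayed within 1.5 times. Of 180 list medians, 121 moved by less than the SD of random list medians. IL33, IL7 and IL6 were dim on both arrays.

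With a floor at the 50th percentile, 1925 probe sets passed 2-fold (1075 lower). The medians were then 0.66 for interferon-stimulated genes, 1.83 for the genes of Fig. 4b and -0.082 for chemokines, interleukins, interferons and STAT3 targets, and IL33 and IL7 stood at -0.082 each. This value is the difference between the floors of the 2 arrays and comes from the alternative itself. At 1.5-fold, 7906 probe sets passed (3763 higher, 4143 lower), and at 3-fold 1114 (248 higher, 866 lower). Without probe sets of shared sequence 621 were higher. Among probe sets with 1 symbol 1895 passed (936 lower). Median centring, which shifts all values by 0.08, gave 0.37 for chemokines, 0.20 for interleukins, 0.13 for IL-6 signalling, 0.14 for STAT3 targets, 0.83 for interferon-stimulated genes and 1.10 for NF-kappaB targets. The filter at the 50th percentile removes members dim on both arrays but keeps those dim in the vector control that were bright on the RAB3C array. Part of a rise in the medians is therefore built in. With it they were 2.15 for chemokines, 0.35 for interleukins and 0.13 for STAT3 targets. They were 1.07 for interferon-stimulated genes and 1.14 for NF-kappaB targets. Quantile normalization gave 0.34 for chemokines and loess -0.034 for IL-6 signalling. With the mean of all probe sets 190 genes were lower, and the values were 0.16 for IL-6 signalling, 0.19 for STAT3 targets, 0.50 for NF-kappaB targets and -0.71 for ANXA1. Without the genes of Fig. 4b, which include every chemokine past 2-fold, the medians were 0.20 for chemokines and 0.58 for NF-kappaB targets. Apart from the floor and the filters, the cause was not tested.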

Differences from the paper's values

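All alternatives named here were fixed before the data were examined. The paper's Fig. 4a gives about 2000 probes past 2-fold, read by eye, and 3019 probe sets passed the same threshold here. The values fell within 1.5 times of the paper's after quantile normalization (2971), after loess (2978), with the filter at the 50th percentile (2551), with floors at the 20th (2896) and 50th (1925) percentiles, without probe sets of shared sequence (2238) and with probe sets of 1 symbol alone (1895). They did not at thresholds of 1.5-fold (7906) and 3-fold (1114), which are not the paper's. The count of 3019, that after median centring (3089) and that with the filter at the 20th percentile (3016) lie just beyond 1.5 times the rounded value given here. The number printed in the figure puts 3019 and 3016 just within 1.5 times of it, so only the rounding placed these beyond.

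All 23 genes of Fig. 4b had the same numbers of probe sets past 2-fold in each direction as drawn. Of 6 genes drawn as changed in Fig. 6a, 6 had at least 1 probe set past 2-fold in the direction drawn and 0 had one in the opposite direction, but by the brightest probe set 1 of the 6 passed 2-fold as drawn and 2 had the opposite sign. The paper states that SOCS3 was higher, and its brightest probe set differed by -0.19, whereas 227697_at differed by 2.90 (1.46 with a floor at the 50th percentile) and the mean of its probe sets by 0.78. MCL1, drawn as higher, differed by -0.54 at its brightest probe set, by 1.31 at 200798_x_at and by 0.46 with the mean of all probe sets. IL6ST and PTPN11, also drawn as higher, differed by 0.45 and 0.16 at their brightest probe sets and by 1.45 and 1.06 at 212196_at and 209895_at. SOS1, drawn as lower, differed by -0.81 at its brightest probe set and by -2.42 at 230337_at (-1.19 with the floor). Its other probe sets, 212777_at, 212780_at and 1557354_at, went the other way, at 0.44, 0.40 and 0.30. JAK2 was higher by 1.21 (0.57 with the floor), as the paper states.

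The paper places the IL-6 pathway first among the pathways its pathway tool returned for the microarray. Of 29 measured genes of IL-6 signalling, 1 passed 2-fold by its brightest probe set, and the list median of 0.05 lay at percentile 56.2 of matched random lists. With the mean of all probe sets of a gene, the median of 0.16 lay at percentile 98.7. The tool's own ranking was not repeated here, and its pathway is not the same list.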

Other observations

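The immediate early genes were chosen after their values were seen, and the gene lists were fixed before. Of 23 genes of the unfolded protein response, 3 were more than 2-fold higher and 0 lower, with the median at the 100th percentile of matched random lists. These were CHAC1, which degrades glutathione, at 1.45, the pseudokinase TRIB3 at 1.29 and SDF2L1, an endoplasmic reticulum protein, at 1.17, and DDIT3, the transcription factor CHOP, differed by 0.88. Of 16 genes of cholesterol synthesis, 1 was more than 2-fold higher, HMGCS1, which makes HMG-CoA, at 1.43, followed by FDPS at 0.96, SC5D at 0.74 and EBP at 0.61, with the list at percentile 99.99. Of 18 genes of MHC class I antigen presentation, 3 were higher and 0 lower (100th percentile): PSMB9, a subunit of the immunoproteasome, at 1.46, HLA-B at 1.19 and the peptide transporter TAP1 at 1.09, with PSMB8 at 0.91. With a floor at the 50th percentile PSMB9 differed by 0.96. FAS, a death receptor, at 1.79 was the 1 of 18 p53 target genes past 2-fold (percentile 99.8), where MDM2 and TNFRSF10B differed by 0.65 and 0.65 and TP53INP1 by -0.66. None of 35 genes of proliferation and DNA replication passed 2-fold, and CCNA2, PLK1, CCNB1 and TTK differed by 0.88, 0.87, 0.79 and 0.71, with the list at percentile 97.8, at 97.4 after median centring and at 72.8 with the mean of all probe sets. The list went both ways, with 22 members above 0 and 13 below. MCM2 to MCM7, subunits of the replicative helicase picked out after their values were seen, differed by -0.48 to -0.07, with 1 of the 6 above 0 after median centring, and CENPF by -0.55 and E2F1 by -0.37. None of 20 genes of a list of the BTG family, cell cycle inhibitors, D cyclins, CDK4, CDK6 and PRMT1, which holds drivers of the cell cycle as well, passed 2-fold (median 0.23, percentile 95.9), with the list outside the random lists after quantile normalization (percentile 98.6), after loess (97.6) and with the filter at the 50th percentile (98.6), and with CDKN2D at 0.92, CDKN2B at 0.79, CDK6 at -0.71 and RBL1 at 0.64. CDK6 differed by 0.088 with the mean of all probe sets.

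Of 22 epithelial markers, 3 keratins were more than 2-fold higher and 0 lower (percentile 99.1): KRT7 at 1.41, KRT8 at 1.08 and KRT19 at 1.07, and PKP2, a desmosomal protein, differed by 0.70. None of 21 mesenchymal markers passed 2-fold (median 0.06, percentile 72.0), with TGFBI at 0.91, FN1 at -0.82, VIM at 0.72 and SNAI1 at -0.38. Among 31 tight junction genes, 2 were higher, CLDN1 at 2.00 and CLDN18 at 1.95, and 1 lower, CGNL1 at -1.36, with OCLN at 0.71 (median 0.16, percentile 96.0). Of 23 extracellular proteases and inhibitors, 4 were higher and 0 lower (median 0.00, percentile 35.1): the urokinase receptor PLAUR at 1.98, MMP7, TIMP2 at 1.07 and urokinase, PLAU, at 1.05. Of 23 genes of colon identity, 2 were higher, CEACAM6 at 1.88 and CEACAM5 at 1.35, and 2 lower, the fatty acid binding protein FABP1 at -1.35 and carbonic anhydrase CA2 at -1.02 (median -0.06, percentile 12.4, but 0.03 after median centring and 0.04 with the mean of all probe sets). Of 21 IGF signalling genes, 3 were higher, CCN3, IGFBP6 at 1.48 and IGFBP7 at 1.32, and 1 lower, CCN2 at -2.13 (median 0.07, percentile 66.8). None of 24 genes of glycolysis and hypoxia passed 2-fold (median 0.15, percentile 82.5), with SLC2A1, ENO1, EGLN3 and PDK1 at 0.83, 0.53, 0.53 and 0.53.

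Some named genes crossed 2-fold under an alternative. With the mean of all probe sets the values were 0.77 for CLDN18, -0.50 for CGNL1, 0.55 for CEACAM5, -0.75 for FABP1, 0.64 for IGFBP7, 0.32 for KRT7, 0.68 for KRT19, 0.91 for PLAU, 0.95 for TIMP2 and -0.89 for SYTL5, and CCNA2 and SLC2A1 passed 2-fold at 1.08 and 1.12. After loess KRT8, KRT19, TIMP2 and ANXA1 differed by 0.96, 0.95, 0.96 and 0.91, and after quantile normalization by 0.99, 0.96, 0.97 and 0.91. With the floor PLAU differed by 0.80. After median centring CA2 differed by -0.94, and FDPS passed 2-fold at 1.04.

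The 8 exocytic RABs had a median of 0.13 (percentile 78.6). The paper reports, from western blots of 2 colon cancer cell lines in Fig. 5a, more RAB3B, RAB26 and RAB27A protein after RAB3C overexpression. At the RNA level in CX-1, RAB26 differed by -1.91 and -1.23 at its 2 probe sets, the 5 probe sets of RAB27A by 0.45 to 0.85, and the brightest probe set of RAB3B by 0.11, with its 5 probe sets from -0.41 to 0.26. RAB27B was higher, by 1.24 at its brightest probe set. Of 51 genes of the exocytosis machinery, 0 were more than 2-fold higher and 1 lower, the synaptotagmin-like SYTL5 at -1.45, with SYTL4 at -0.95, STX2 at 0.74 and CADPS2 at 0.69 (median 0.07, percentile 79.1).

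Of 23 genes whose proteins are drawn around IL-6 in the proteomics network of Fig. 4c, 3 were more than 2-fold higher and 0 lower, NAMPT, KRT8 and ANXA1 at 1.03, with the chaperone HSPA5 at 0.69 (median 0.27, percentile 98.4). Without NAMPT, which Fig. 4b also shows, the percentile was 86.9, a comparison chosen after the values were seen, and among the alternatives only median centring, at percentile 98.6, kept the list outside the random lists. The percentile was 94.5 after quantile normalization, 96.5 after loess, 95.4 with the filter and 63.6 with the floor at the 50th percentile, and 97.0 with the mean of all probe sets. ANXA1 had the opposite sign with the mean of its probe sets.

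Besides FOS, EGR1 and FOSB, the immediate early genes DUSP1, JUN and IER2 were lower, at -2.37, -1.41 and -1.30. In the same set, chosen after its values were seen, JUNB and ATF3 differed by -0.91 and -0.18. No fixed list of immediate early genes was tested, so the class as a whole is not described. Markers of other cell types gave medians of 0.10 for fibroblasts and endothelium (percentile 88.2), -0.03 for blood cells (percentile 26.7) and -0.10 for neuroendocrine cells (percentile 7.53). The 1 marker past 2-fold among them was LUM, a collagen-binding proteoglycan, at 2.30, where COL1A1 differed by 0.32, PDGFRB by -0.21 and THY1 by 0.19. ENO2 and PYY differed by -0.33 and -0.09, and CD3D, CD4, CSF1R and LYZ by -0.06, -0.07, 0.07 and 0.26. The blood cell median was 0.05 after median centring and, with the floor at the 50th percentile, -0.06 at percentile 97.9, and that of fibroblasts and endothelium -0.03 with the mean of all probe sets.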
